# Mammary-specific expression of *Trim24* establishes a mouse model of human metaplastic breast cancer

**DOI:** 10.1038/s41467-021-25650-z

**Published:** 2021-09-10

**Authors:** Vrutant V. Shah, Aundrietta D. Duncan, Shiming Jiang, Sabrina A. Stratton, Kendra L. Allton, Clinton Yam, Abhinav Jain, Patrick M. Krause, Yue Lu, Shirong Cai, Yizheng Tu, Xinhui Zhou, Xiaomei Zhang, Yan Jiang, Christopher L. Carroll, Zhijun Kang, Bin Liu, Jianjun Shen, Mihai Gagea, Sebastian M. Manu, Lei Huo, Michael Gilcrease, Reid T. Powell, Lei Guo, Clifford Stephan, Peter J. Davies, Jan Parker-Thornburg, Guillermina Lozano, Richard R. Behringer, Helen Piwnica-Worms, Jeffrey T. Chang, Stacy L. Moulder, Michelle Craig Barton

**Keywords:** Breast cancer, Cancer models, Epigenetics, Epigenetics

## Abstract

Conditional overexpression of histone reader Tripartite motif containing protein 24 (TRIM24) in mouse mammary epithelia (*Trim24*^COE^) drives spontaneous development of mammary carcinosarcoma tumors, lacking ER, PR and HER2. Human carcinosarcomas or metaplastic breast cancers (MpBC) are a rare, chemorefractory subclass of triple-negative breast cancers (TNBC). Comparison of *Trim24*^COE^ metaplastic carcinosarcoma morphology, TRIM24 protein levels and a derived *Trim24*^COE^ gene signature reveals strong correlation with human MpBC tumors and MpBC patient-derived xenograft (PDX) models. Global and single-cell tumor profiling reveal *Met* as a direct oncogenic target of TRIM24, leading to aberrant PI3K/mTOR activation. Here, we find that pharmacological inhibition of these pathways in primary *Trim24*^COE^ tumor cells and TRIM24-PROTAC treatment of MpBC TNBC PDX tumorspheres decreased cellular viability, suggesting potential in therapeutically targeting TRIM24 and its regulated pathways in TRIM24-expressing TNBC.

## Abstract (web summary)

Human metaplastic breast cancers (MpBC) are a rare, aggressive subclass of triple-negative breast cancers. Here, the authors show over-expression of histone reader TRIM24 is sufficient to generate tumors with a molecular signature of metabolic dysfunction and EMT in a mouse model of human MpBC.

## Introduction

Advances in next-generation sequencing (NGS) and mapping of genome-wide epigenetic marks show that epigenetic regulators are frequently mutated and/or aberrantly expressed in numerous diseases, including cancers, often in correlation with poor survival or therapeutic resistance^1^. Among these epigenetic regulators are proteins with structural domains that “read” epigenetic modifications and selectively interact with specific histone or non-histone post-translational modifications (PTMs). These protein PTM readers are critical to interpretation of regulatory information encoded by protein PTMs. The central role of reader domain binding to histone PTMs offers therapeutic opportunities to exploit small molecule ligands that disrupt reader-PTM interactions. As a seminal example, small molecule ligand JQ1 binds the BRD4 bromodomain and disrupts BRD4 interactions with acetylated histone lysines, which leads to inhibition of oncogenic myc-regulated gene networks and potential therapeutic application^2,3^.

Our unbiased proteomic screen of embryonic stem cells for endogenous protein interactions with tumor suppressor p53 uncovered Tripartite Motif Protein 24 (TRIM24). TRIM24 is a multi-functional histone reader that ubiquitinates p53, via an N-terminal RING domain, and binds a specific signature of histone PTMs (H3K4me0/H3K23ac) via a combinatorial Plant Homeodomain (PHD) and bromodomain^4–6^. We found that TRIM24 is a co-regulator of estrogen receptor (ER)-regulated genes in breast cancer-derived MCF7 cells^5^. In immortalized human mammary epithelial cells (iHMECs), TRIM24 promotes loss of p53 and metabolic reprogramming that transform iHMECs, which engraft and form high-grade epithelial tumors^7^. High levels of TRIM24, determined by tumor immunohistochemistry (IHC), correlate with poor survival of breast cancer patients^5^. Interestingly, recent reports associate aberrantly high TRIM24 with poor patient prognosis, poor differentiation, advanced stage, chemo-resistance, and recurrence in a wide range of cancers, especially solid tumors^8–10^.

Given the functional studies in cellulo and correlative links between TRIM24 and human cancers, we hypothesized that TRIM24 is a potent oncogene that reprograms transcriptional networks and promotes development of aggressive breast cancers. We tested our hypothesis in a physiologically relevant setting by *piggyBac* transposon-mediated integration of a single copy of *Trim24* under conditional expression control in the mouse genome. Here, we show that <3-fold overexpression of *Trim24* in mammary epithelia is sufficient to induce mammary tumors, 67% of which are characterized as carcinosarcomas.

In breast cancer patients, carcinosarcomas are included within the diagnosis of metaplastic breast cancers (MpBC), a rare subgroup of breast cancers that are commonly triple negative (TNBC) and diagnosed by histological evidence of at least two cell types within an individual tumor: an epithelial component (carcinoma) and a non-epithelial component (sarcoma, matrix producing or squamous morphology)^11^. MpBCs are chemo-refractory and have a worse prognosis compared to non-metaplastic breast cancers, though little is known about the origin or drivers of these tumors^11^. Markers of epithelial–mesenchymal transition (EMT) are increased in expression in MpBC, compared to other subtypes of breast cancer^12^. MpBCs are usually high grade with larger tumor size, though often lymph node negative, at the time of presentation^13^. MpBCs also have frequent aberrations in *TP53* and PI3K/AKT/mammalian target of rapamycin (mTOR) pathways, as well as prominent expression of vascular endothelial growth factor (VEGF) and programmed cell death-ligand 1 (PD-L1)^14,15^. Molecular characterization by next-generation sequencing (NGS) of MpBC patient tumors and patient-derived xenografts (PDXs) of MpBC revealed some potential targets; however, there is limited ability to define a molecular landscape with a large patient cohort in this rare TNBC subtype and few animal models exist to test novel targeted regimens^14,16–18^.

Here, we present evidence that TRIM24 is an oncogenic histone reader with the ability to drive an aggressive breast cancer phenotype in a mouse model with pathologic and molecular features that parallel MpBC human patient data. Our data suggest that TRIM24 may serve as a prognostic biomarker, as well as a potential predictor of disease response to select targeted therapies. Global gene expression analyses of TRIM24-driven carcinosarcomas were used to generate a TRIM24 metaplastic signature that revealed highly up-regulated glycolysis, EMT and PI3K pathways, the latter confirmed by global and single-cell analysis of tumor protein levels. TRIM24 aberrantly activates c-MET-PI3K-mTOR pathways, nominating pharmacological approaches that proved effective in inhibition of metaplastic carcinosarcoma primary cell viability. We assessed degradation of TRIM24, as a potential therapeutic approach, using MpBC PDX models that express high levels of TRIM24. A recently developed proteolysis-targeting chimera (PROTAC) fusion of small molecule IACS-9571, a bromodomain inhibitor of TRIM24, and the Von-Hippel Lindaeu (VHL) ligand^19,20^ inhibited viability of TRIM24-expressing MpBC and non-MpBC TNBC PDX tumorspheres. Thus, a mouse model of human MpBC, driven by histone reader TRIM24, was used to nominate PI3K/mTOR inhibitors and a TRIM24-specific PROTAC for further assessment as potential therapeutic approaches for a rare subclass of chemorefractory breast cancer patients.

## Results

### TRIM24 over-expression drives mammary gland tumorigenesis

To conditionally express Flag-tagged, murine *Trim24* in mammary epithelia, MMTV-driven *Cre* mice were bred with mice bearing a floxed ß-Geo-Stop-*mTrim24-*flag cassette transgene. *Trim24*^*LSL*^*;MMTV-Cre*^*Tg/0*^, hereafter referred to as *Trim24*^*COE*^, were viable, fertile, and over-produced TRIM24 in mammary epithelia (Supplementary Fig. S1a–d). The Flag-tagged mTrim24 transposon integrated as a single copy, into the q-arm of chromosome 1 without disrupting any known genes or regulatory elements, as determined by whole-genome sequencing and PCR (Supplementary Fig. S1e and Supplementary Data 3). *Trim24* transcript expression in the whole mammary gland was increased ~2.5–3-fold in *Trim24*^*COE*^ mice, as compared to controls (Supplementary Fig. S1c). TRIM24 and exogenous Flag-TRIM24 protein levels in the mammary epithelium were confirmed by western blot analysis (Supplementary Fig. S1d). Assessment of an aging cohort of virgin *Trim24*^*COE*^ females (*n* = 40) revealed atypical hyperplasia of mammary ductal and lobular epithelia, ductal thickening, as well as increases in both side branching and terminal endbuds within 2 months (Fig. 1a, b). *Trim24*^*COE*^ mice developed palpable mammary tumors within 5–14 months of age (penetrance of 46%). Necropsy revealed no other primary tumor sites and two mice with metastases: one to the lung and the other to the liver (Supplementary Data 4). *Trim24*^*LSL*^, lacking MMTV-Cre-expression, lacked any palpable tumor formation within 600 days and MMTV-Cre-only mice (*n* = 27) had occasional hyperplasia and spontaneous mammary tumor development (Fig. 1c). *Trim24*^*COE*^ tumors overexpressed TRIM24 compared to controls, as determined by IHC (Fig. 1d). *Trim24*^*COE*^ tumors exhibited overexpression of FLAG and TRIM24 proteins and lacked detectable expression of p53 (Fig. 1e), compared to Cre-only control mammary glands. These results show that *Trim24*^*COE*^ mice develop mammary tumors at high penetrance, and these tumors maintain expression of Flag-tagged TRIM24.

**Fig. 1:**
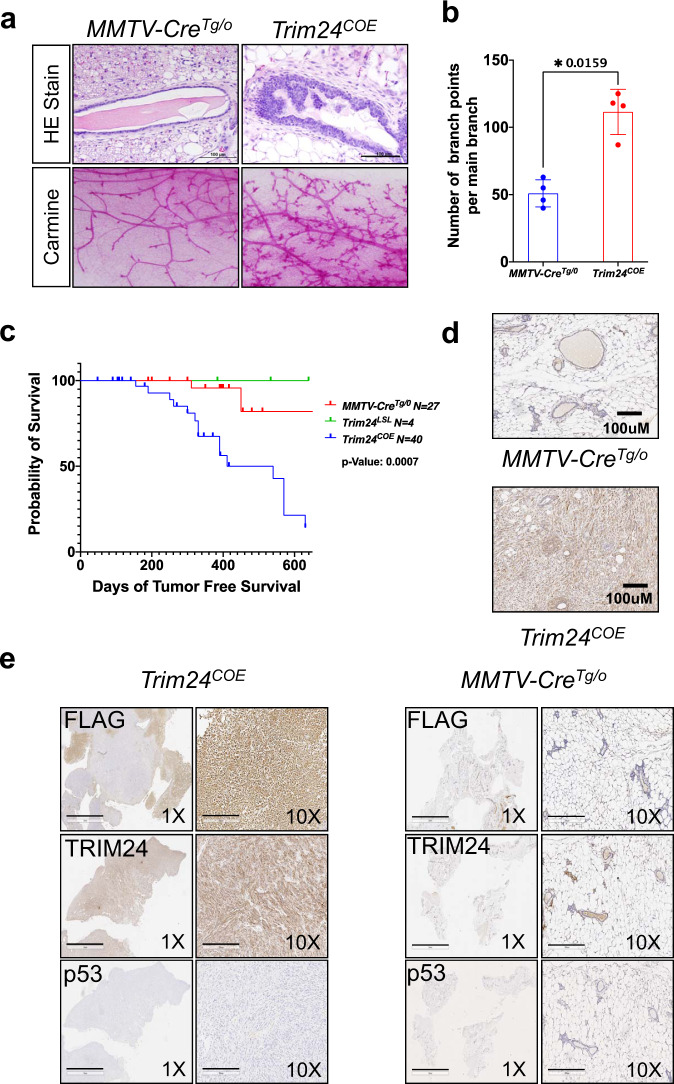
TRIM24 over-expression promotes hyperplasia, increases ductal branching, and tumorigenesis. **a** Top panels show H&E staining and bottom panels carmine alum staining of mammary glands of 2-month-old *Trim24*^COE^ and control *MMTV-Cre*^Tg/0^. **b** Quantified comparison of mammary gland branch points per ductal main branch of 2-month old (*n* = 4 mice each) *MMTV-Cre*^Tg/0^ (blue) and *Trim24*^COE^ (red) mice. Data represented as mean with SD and *p*-value (*<0.05) is calculated using two-tailed paired t test. **c** Tumor-free percent survival curve of *MMTV-Cre*^Tg/0^, *Trim24*^LSL^, and, *Trim24*^COE^ mice. The *p*-value is calculated based on Log-rank method. **d** Comparison of TRIM24 IHC and morphology of age-matched *MMTV-Cre*^Tg/o^ normal mammary gland and *Trim24*^COE^ tumor sections. Images are representative of >50 experiments. Scale bar 100 μM. **e** IHC of *Trim24*^COE^ tumor sections (left) and mammary glands of *MMTV-Cre*^Tg/0^ mice (right) with antibodies recognizing FLAG, TRIM24, and p53 at two magnifications: ×1 and ×10. Images are representative of 15 experiments. Scale bar = 3 mM (1×) and 300 μM (10×).

### A majority of TRIM24 over-expressing tumors are carcinosarcomas

Pathologic examination of mammary tumors formed in *Trim24*^*COE*^ mice revealed three tumor types, including adenoma (8%), carcinoma (25%), and carcinosarcoma (67%) (Fig. 2a and Supplementary Data 4). Carcinosarcoma or metaplastic tumors are composed of two different tissue types: carcinoma (cancer of epithelial cells) and sarcoma (cancer of connective tissues or mesenchymal cells). A majority of human carcinosarcoma or metaplastic breast cancers (MpBC) are classified broadly as triple-negative breast cancer (TNBC) or claudin low and are highly associated with two major hallmarks of EMT, a loss of E-cadherin and gain of vimentin^12^. Assessment of *Trim24*^*COE*^ carcinosarcoma tumors by IHC revealed gain of vimentin, loss of E-cadherin, estrogen receptor (ER) and progesterone receptor (PR), and no over-expression of receptor tyrosine kinase erbB-2 (ERBB2) (Fig. 2b and Supplementary Fig. 2). Thus, like a majority of human MpBC, *Trim24*^*COE*^ carcinosarcomas are triple-negative.

**Fig. 2:**
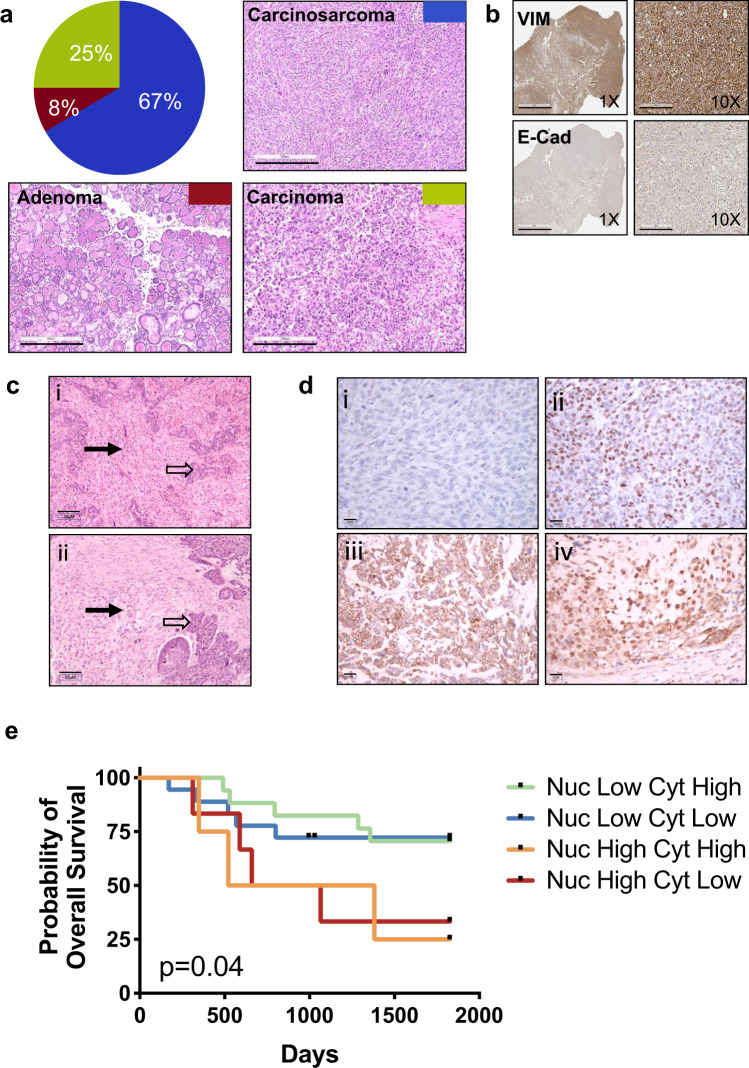
TRIM24 over-expression promotes development of mammary metaplastic carcinosarcomas with similarity to tumors borne by MpBC patients with poor probability of survival. **a** Pie chart showing quantified classifications (% of total) of *Trim24*^*COE*^ mammary tumors along with representative H&E stained sections of *Trim24*^*COE*^ mammary tumors: metaplastic carcinosarcomas (blue); carcinoma (green); and adenoma (red). Images are representative of 15 experiments. Scale bar = 300 μM. **b** Representative IHC of metaplastic carcinosarcomas: vimentin and E-Cadherin at ×1 and ×10 magnification (left panel and right panel, respectively). Images are representative of >25 experiments. Scale bar = 3 mM (1×) and 300 μM (10×). **c** Comparison of H&E stained sections of (i) murine *Trim24*^*COE*^ tumors and (ii) human MpBC tumor. Each tumor has a cohesive epithelial component (open arrow) and a discohesive spindle cell component (solid arrow). Images are representative of >10 experiments. Scale bar = 30 μM **d** Representative IHC staining of TRIM24 in human MpBC biopsies, illustrating (i) negative nuclear and cytoplasmic staining; (ii) positive nuclear staining and negative cytoplasmic staining; (iii) negative nuclear staining and positive cytoplasmic staining; and (iv) positive nuclear and cytoplasmic staining (immunoperoxidase with 3,3′-diaminobenzidine chromogen). Images are representative of 47 experiments. Scale bar = 15 μM **e** Kaplan–Meier plot of probability of overall survival versus time (days) for MpBC patient (*n* = 47) shows nuclear TRIM24 is linked to poor MpBC patient survival regardless of cytoplasmic TRIM24 protein levels. Each line in the graph represents survival data for MpBC patients segregated by pathologist-scored TRIM24 nuclear (Nuc) and cytoplasmic (Cyt) levels.

Human MpBC is diagnosed by pathologists via light microscopy to determine the presence of carcinoid and sarcomatoid regions in sectioned tumor samples^21^. Pathologist evaluation of H&E stained, formalin-fixed, and paraffin-embedded (FFPE) sections of *Trim24*^*COE*^ mouse carcinosarcomas (Fig. 2c) revealed considerable, morphological similarities between human metaplastic breast and *Trim24*^*COE*^ tumors with both sarcomatoid and carcinoid regions. Expression of TRIM24 was additionally assessed by IHC of a tumor array with 46 MpBC patient biopsies and quantified according to previously published convention (Supplementary Data 5)^22^. This revealed four different expression patterns: (i) low staining of TRIM24 in the nucleus and cytoplasm, (ii) high nuclear TRIM24 expression and little cytoplasmic staining, (iii) high TRIM24 expression in the cytoplasm and little or no TRIM24 in the nucleus and, (iv) high TRIM24 expression in both nucleus and cytoplasm (Fig. 2d). Survival curves were generated with patients divided into classes i–iv by scored TRIM24 levels. MpBC patients were morphologically classified as subtypes: spindle cell (32%), matrix producing (43%), mixed spindle cell/matrix producing (15%), chondrosarcomatoid (2%), osteochondroid (2%), and squamous (2%). High nuclear TRIM24 levels were found in 27% spindle and 45% matrix producing subtyped MpBC patients, similar to the cohort distribution of subtypes (Supplementary Data 5). Interestingly, high nuclear TRIM24, and not associated cytoplasmic TRIM24, levels correlate with worse 5-year overall survival (*p* = 0.04) (Fig. 2e). Thus, nuclear functions of TRIM24 in chromatin association and coregulation of transcription may have greater oncogenic significance than more recently reported cytoplasmic functions of TRIM24 in antiviral immunity^23^.

### TRIM24 up-regulates EMT and glycolysis in mammary tumors

TRIM24 is a histone “reader” protein, which impacts transcription of a number of genes involved in metabolism and nuclear receptor-regulated functions, as we previously showed by Nanostring analyses of genes differentially regulated in response to ectopic expression *in cellulo*^5,7^. To determine the regulatory impact of TRIM24-driven mammary tumorigenesis in a physiologically relevant mouse model, we performed deep sequencing of RNA (RNA-seq) isolated from *Trim24*^*COE*^ tumors (*n* = 6, 3 metaplastic carcinosarcoma and 3 carcinomas), control un-diseased mammary glands from age-matched MMTV-Cre animals (*n* = 4) and mammary tumors spontaneously generated in either FVB or FVB/129 mice in a non-TRIM24 overexpressing background (*n* = 3). 

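The deposited tables hold 15 libraries from 13 mice. The Trim24COE group has 3 metaplastic carcinosarcomas (mice 64, 567 and 897) and 3 carcinomas (mice 89, 273_5 and 3956). The control group has 4 mammary glands of MMTV-Cre mice (133, 392, 417_3 and 517_3), and the non-TRIM24 group has 3 tumors that arose spontaneously (219, FVB001 and FVB002). Control gland 133 and tumor 3956 were sequenced again in batch 2, which also holds all 3 non-TRIM24 tumors, whereas every first library of the other groups is in batch 1. The class of each tumor was taken from the paper, where the 2 pathologists of Supplementary Data 4 give different calls for tumors 89, 567 and 3956. The first pathologist called 89 and 3956 carcinosarcoma and 567 spindle cell carcinoma, whereas the calls of the second match the paper's classes. Supplementary Data 4 also has a column for calls based on RNA-seq, which is empty for tumor 3956. The classes may thus rest in part on expression, and comparisons between them may not be independent of it. The authors aligned the reads to GRCm38 with STAR and estimated the abundance of each gene's transcripts with RSEM, in TPM, and these TPM are the values in the tables. The read counts behind the paper's DESeq2 analysis were not used here. TPM add up to the same total in every library, so the depth of each library is unknown and no counting error can be given. Between 21060 and 34209 genes had a TPM above 0, and the 10 most abundant genes made up between 6.66% and 22.7% of the total. The 2 libraries of mouse 133 had a Spearman correlation of 0.965 over 16775 genes, with 4.29% of these genes more than 2-fold apart. The 2 libraries of mouse 3956 had a correlation of 0.971, with 3.48% of genes more than 2-fold apart. The targeted gene, Trim24 (ENSMUSG00000029833.17), had 10.6 to 14.5 TPM in the 3 metaplastic carcinosarcomas, 13.9 to 24.1 TPM in the 3 carcinomas, 14.5 to 22.4 TPM in the 4 control glands and 5.34 to 10.0 TPM in the 3 non-TRIM24 tumors, so its RNA level did not separate the Trim24COE tumors from the control glands. In mice 133 and 3956 it was 14.54 and 16.45 TPM in batch 1, and 11.1 and 11.49 TPM in batch 2. Part of the lower level in the non-TRIM24 tumors may thus be due to batch. Differences were tested with limma on log2(TPM + 1), with its variance trend and Benjamini-Hochberg adjustment, over genes with a TPM of at least 1 in as many libraries as the smaller group has mice. Each mouse entered with its first library, except in comparisons with the non-TRIM24 tumors, where all 15 libraries were fitted with the sequencing batch as a term. The added 1 TPM pulls the fold changes of weakly expressed genes toward 0.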

We plotted the overall distribution of differentially expressed genes (DEGs), using a volcano plot to illustrate up- and down-regulated genes, significantly altered by TRIM24 over-expression (Fig. 3a). Expression of 2221 of these genes was up-regulated, whereas 2826 were down-regulated. 

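Of 15196 genes tested between the 6 Trim24COE tumors and the 4 control glands, 2597 had an adjusted p-value under 0.05 in limma, 1210 of them higher and 1387 lower in the tumors. The 5 genes with the smallest p-values among those higher in every tumor than in every control gland were Ccr1, Spp1, Ms4a6d, Msr1 and Npl. Ccr1, on chromosome 9 from 123962124 to 123968692 (GRCm38, GENCODE M21), had 32.0 ± 10.7 TPM (SD, n = 6) in the tumors and 1.59 ± 0.169 TPM (SD, n = 4) in the control glands, a log2 fold change of 3.62 (standard error 0.26, limma adjusted p = 0.000100). Spp1 had a log2 fold change of 5.76 (standard error 0.42, limma adjusted p = 0.000100). The other 3 had log2 fold changes between 3.48 and 4.01. Among genes lower in every tumor than in every control gland, Calca, Abcc8, Dkkl1 and Cd300lg were among those with the smallest p-values. Calca had a log2 fold change of -7.37 (standard error 0.45, limma adjusted p = 5.16e-05), and the other 3 lay between -4.09 and -2.60. These 9 genes were past the threshold in each of the 10 fits that left out one mouse. The 4 control glands were far from alike. Adipoq, an adipocyte gene chosen after its values were seen, had between 10.2 and 1946 TPM across them. The alternative that moved the count most added the mean of a list of adipocyte genes as a covariate, which left 943 genes past the threshold, 358 higher and 585 lower. Of these 943 genes, 808 were also among the 2597 found without the covariate. Single control glands moved the number of higher genes, which was 710 without mouse 133 and 766 without mouse 517_3.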

RNA-sequencing data were analyzed using DESeq2 to determine DEGs with TRIM24 over-expression^24^. Using a false discovery rate (FDR) of 5%, we found 2006 genes, 529 up-regulated and 1477 down-regulated, had at least 5-fold change (Supplementary Data 6). 

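With the added requirement of a change of at least 5-fold on the log2(TPM + 1) scale, 226 genes were higher and 360 were lower in the Trim24COE tumors, 586 genes in all. These counts depend on the value added before taking logs. With 0.1 TPM in place of 1 TPM, a setting chosen after the data were seen, 387 genes were higher and 673 lower. When limma tested each change against 5-fold itself, rather than against no change, 1 gene was higher and 1 lower.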

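Expression was compared between mice over the 2000 most variable genes, after subtracting from batch 2 the mean shift of each gene between the 2 libraries of mice 133 and 3956. Distance was 1 minus the Pearson correlation, with average linkage. Divided into 3 clusters, the tree held control glands 417_3 and 517_3 in the first, control glands 133 and 392 with non-TRIM24 tumors FVB001 and FVB002 in the second, and the 6 Trim24COE tumors with non-TRIM24 tumor 219 in the third. These 3 clusters were the same with a smaller number of variable genes, with all genes, with Euclidean distance, with complete linkage and without the batch shift. The nearest other mouse was of the same group for 9 of 13 mice, and for 9 to 11 of them under the alternatives. Spearman's correlation was 0.805 to 0.979 between control glands and 0.747 to 0.903 between Trim24COE carcinomas and non-TRIM24 tumors. Each of these 9 pairs of a carcinoma and a non-TRIM24 tumor had at least 23.7% of genes more than 2-fold apart. With batch as a term, 3 of 16775 genes had a limma adjusted p-value under 0.05 between Trim24COE carcinomas and non-TRIM24 tumors, all of them lower in the carcinomas: Rbp7, P4htm and Gm25791, the last a gene with a mean log2(TPM + 1) of 0.54 that was chosen after its values were seen. At an unadjusted p-value under 0.05 there were 2961 genes. Without a batch term, 1500 genes were past the threshold, 1312 of them higher and 188 lower in the carcinomas. Between non-TRIM24 tumors and control glands, 18 genes were past it with the batch term and 2330 without. These fits treat the 2 libraries of a mouse as separate. With those linked by duplicateCorrelation and a batch term, a setting chosen after the data were seen, the 2 comparisons gave 5 and 119 genes. The batch term rests on the 2 mice sequenced in both batches, and each batch alone holds no comparison of these groups beyond those 2 mice. Between carcinomas and non-TRIM24 tumors, the number of genes was 0 without carcinoma 3956, with 611 at an unadjusted p-value under 0.05. That fit drops both libraries of 3956, so its batch term rests on mouse 133 alone. The number of genes was 230 without carcinoma 273_5, 181 of them higher and 49 lower in the carcinomas. It was 102 without tumor 219, 35 without FVB001, 12 without carcinoma 89 and 6 without FVB002. Between non-TRIM24 tumors and control glands it was 95 without FVB001, 43 without 219, 9 without control gland 417_3, 8 without FVB002 and 7 without control gland 517_3.

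**Figure D1:**
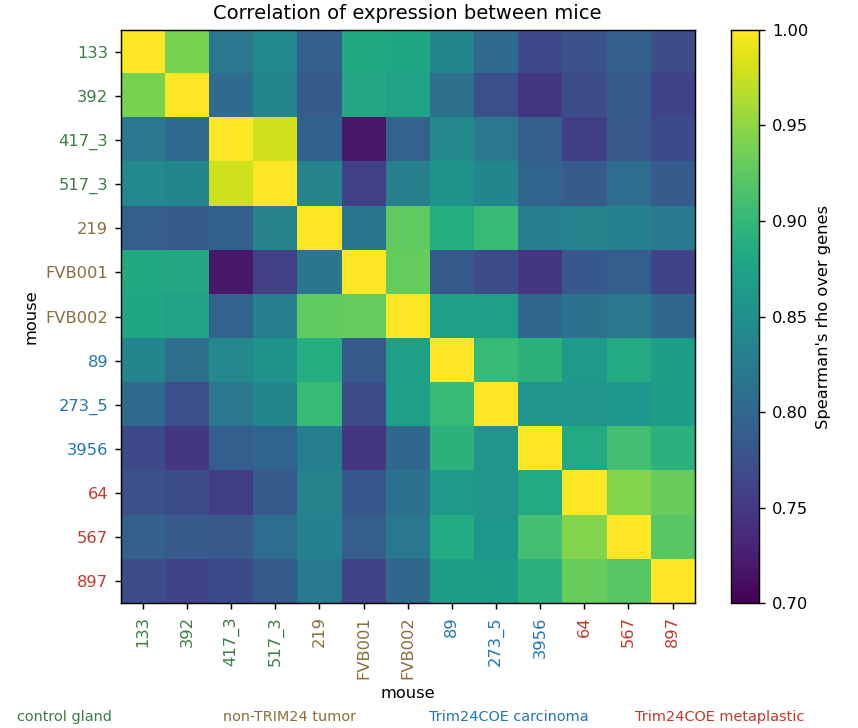
Spearman's correlation of log2(TPM + 1) over genes between the first libraries of the 13 mice, with mouse names colored by group. Control glands 417_3 and 517_3 have the highest correlation of any pair in their group, 0.979.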

An unbiased clustering analysis showed a clear distinction between gene expression profiles of MMTV-Cre-expressing, normal control mammary glands, non-TRIM24-overexpressing mammary tumors and TRIM24-overexpressing mammary tumors. 

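The metaplastic carcinosarcomas had Spearman's correlations of 0.922 to 0.944 with one another, and the Trim24COE carcinomas 0.857 to 0.903. When the tree of the 13 mice was divided into 4 clusters, carcinomas 89 and 273_5 fell with non-TRIM24 tumor 219, and carcinoma 3956 fell with metaplastic carcinosarcomas 64, 567 and 897. The nearest mouse of carcinoma 3956 was metaplastic carcinosarcoma 567, both with and without the batch shift. With 0.1 TPM added before taking logs, carcinoma 89 fell with the metaplastic carcinosarcomas too. The share of genes more than 2-fold apart was 10.8% to 16.7% between metaplastic carcinosarcomas and 20.0% to 27.2% between carcinomas.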

Metaplastic carcinosarcomas clustered separately from carcinomas; considerable heterogeneity occurs most notably among carcinomas (Fig. 3b).

**Fig. 3:**
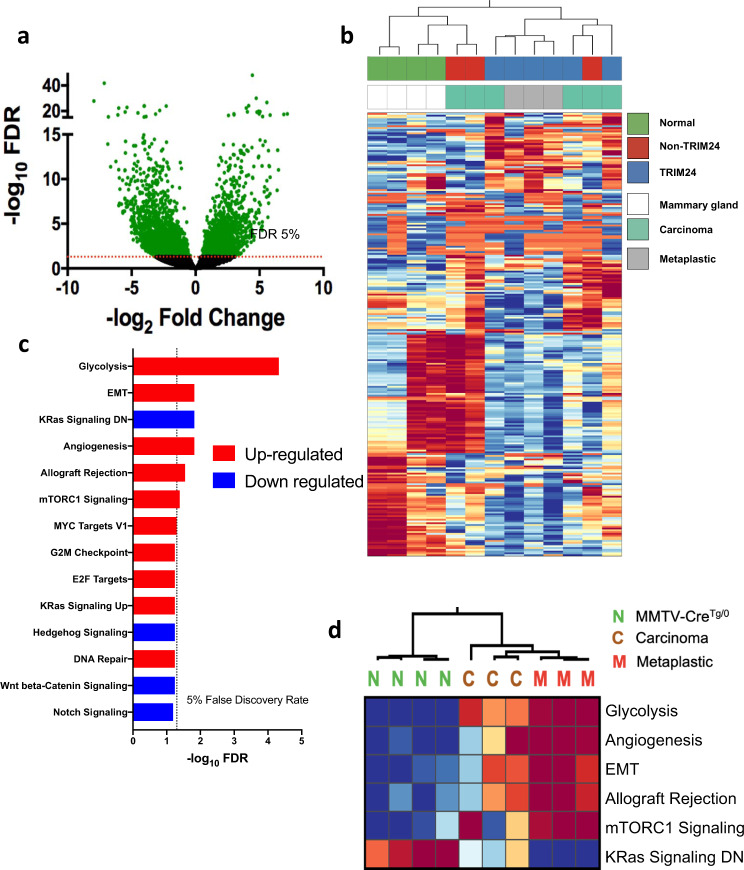
TRIM24 over-expression drives expression of EMT-related genes. **a** Volcano plot of all genes. Green dots represent all genes which exceeded FDR cutoff. Y-axis represents −log_10_ of FDR and X-axis represents –log_2_ fold change; genes up-regulated on the right and genes down-regulated on the left. Dashed line represents FDR < 0.05 threshold **b** Unsupervised hierarchical clustering identifies three distinct groups from RNA deep sequencing. The heatmap is prepared using diverging scale where up-regulated genes are in red and down-regulated genes are in blue. The first group represents *MMTV-Cre*^*Tg/0*^ mammary glands (green), second cluster is *Trim24*^*COE*^ driven mammary tumors (both carcinomas and metaplastic carcinosarcomas), and the third group is mixed non-TRIM24 driven mammary tumors and *Trim24*^*COE*^ carcinomas. These clusters are further classified into normal *MMTV-Cre*^*Tg/0*^ mammary glands (white), carcinomas (teal), and metaplastic carcinosarcomas (gray). **c** Gene set enrichment analysis of up-regulated (red) and down-regulated (blue) differentially expressed pathways between *Trim24*^*COE*^ metaplastic carcinosarcoma tumors compared to *MMTV-Cre*^*Tg/0*^ mammary glands. The dotted line represents FDR < 0.05 threshold. **d** Heatmap of top differentially expressed pathways calculated by ssGSEA scores between N - *MMTV-Cre*^*Tg/0*^ mammary glands, C - *Trim24*^*COE*^ carcinomas and M - *Trim24*^*COE*^ metaplastic carcinosarcoma tumors.

To validate the expression of genes within the top 1% (based on FDR) of DEGs in our RNA-Seq analysis, we used qRT-PCR analysis of RNA isolated from *Trim24*^*COE*^ tumors (carcinoma, *n* = 3: tumor number 2735, 3956, and 89; metaplastic carcinosarcoma, *n* = 3: tumor number 567, 64, and 897) and *MMTV-cre* controls (Supplementary Fig. 3a). As predicted by RNA-seq, qRT-PCR shows that *Trim24*, gelactin-1 (*Lgals1*), macrophage migration inhibitory factor (*Mif*), cyclin-dependent kinase Inhibitor 2 A (*Cdkn2a*), vimentin (*Vim*), and fibronectin 1 (*Fn1*) were highly expressed in TRIM24-driven tumors compared to Cre-only mammary glands (Supplementary Fig. 3b). In comparison, p53 (*Trp53)*, aldehyde dehydrogenase 1 family member A1 (*Aldh1a1*), V-set domain-containing T-cell activation inhibitor 1 (*Vtcn1*), synuclein gamma (*Sncg*), leukocyte receptor tyrosine kinase (*Ltk*), E-cadehrin (*Cdh1*), and synaptotagmin 9 (*Syt9*) were down-regulated in TRIM24-driven tumors compared to Cre-controls (Supplementary Fig. 3a, b). 

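In the RNA-seq data, the log2 fold change of Trim24 between Trim24COE tumors and control glands was -0.24 (standard error 0.26, limma adjusted p = 0.557), and it stayed between -0.37 and -0.13 when each mouse was left out in turn. Fn1 (chromosome 1, 71585520 to 71653200) rose from 24.1 ± 4.73 TPM (SD, n = 4) in control glands to 1008 ± 658 TPM (SD, n = 6) in the tumors, a log2 fold change of 4.94 (standard error 0.60, limma adjusted p = 0.000651). Cdkn2a (chromosome 4, 89274471 to 89294653) rose from 6.36 ± 6.80 TPM (SD, n = 4) to 521 ± 441 TPM (SD, n = 6), a log2 fold change of 5.88 (standard error 0.79, limma adjusted p = 0.00111). Mif (chromosome 10, 75859353 to 75860240) had a log2 fold change of 1.84 (standard error 0.36, limma adjusted p = 0.00651), which fell short of the threshold with the adipocyte covariate (log2 fold change 1.13, limma adjusted p = 0.0747). Over the alternatives that kept all mice, the adjusted p-value of Mif ran from 0.00394 to 0.0747. For Fn1, Cdkn2a and Mif, every one of the 6 tumors lay above all 4 control glands (exact permutation test, two-sided, p = 0.00476, the smallest this design allows). Lgals1 had a log2 fold change of 2.72 (standard error 0.87, limma adjusted p = 0.0531), with 4 of 6 tumors above every control gland. Fitted together with the other groups of batch 1, its limma adjusted p-value was 0.0393, and over the alternatives that kept all mice it ran from 0.0393 to 0.126. The call for Lgals1 also changed in the fits without tumor 89 (0.0287), without 273_5 (0.0427), without control gland 133 (0.0472) and without 392 (0.0362). Vim had a log2 fold change of 1.00 (standard error 0.59, limma adjusted p = 0.261), with 4 of 6 tumors above every control gland. Of 19 genes that the paper names, 10 were past the threshold when adjusted over all genes tested and 12 when adjusted over the list alone. Between metaplastic carcinosarcomas and control glands these counts were 14 and 16 of 19. Between metaplastic carcinosarcomas and carcinomas they were 1 and 5 of 14 genes. The study chose several of these genes on the same tumors, so the counts over the list alone are not independent evidence. The list of 19 also holds Erbb2, which the paper reports as not over-expressed. It holds Mtor and Pik3ca too, whose pathway the paper did not see activated at the RNA level. These counts are therefore not the share of the paper's findings seen again here.

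**Figure D2:**
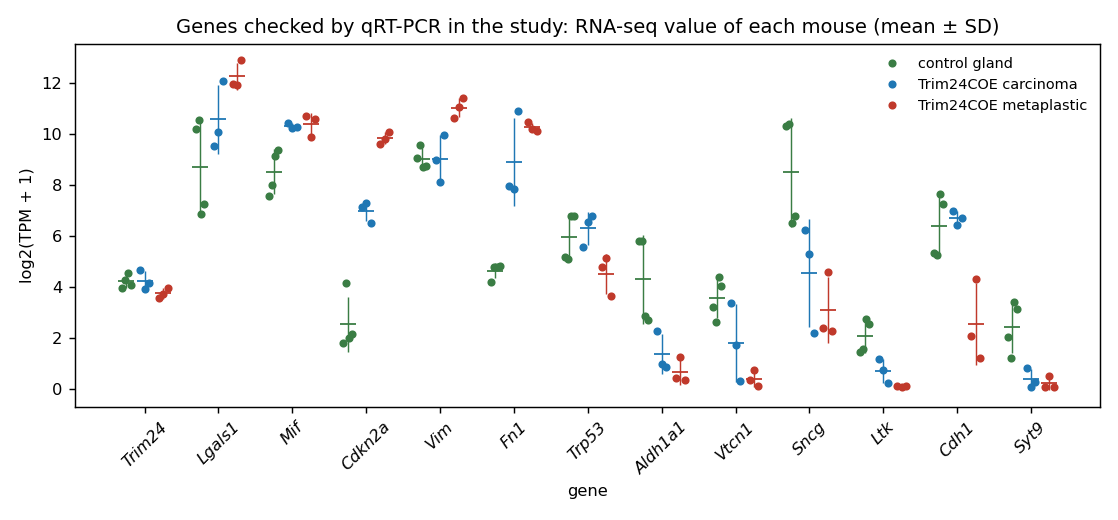
Log2(TPM + 1) of 13 genes in the first library of each control gland (n = 4), Trim24COE carcinoma (n = 3) and Trim24COE metaplastic carcinosarcoma (n = 3). Points are mice, and bars are the mean and SD; Fn1, Cdkn2a and Mif lie higher in all 6 tumors than in the 4 control glands.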

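Aldh1a1 had 30.4 ± 28.3 TPM (SD, n = 4) in control glands and 1.25 ± 1.30 TPM (SD, n = 6) in Trim24COE tumors, a log2 fold change of -3.28 (standard error 0.68, limma adjusted p = 0.00922). Sncg had 698 ± 693 TPM (SD, n = 4) and 24.2 ± 27.7 TPM (SD, n = 6), a log2 fold change of -4.67 (standard error 1.05, limma adjusted p = 0.0131). Syt9 fell from 5.39 to 0.238 TPM on average (log2 fold change -2.15, limma adjusted p = 0.00549) and Ltk from 3.51 to 0.378 TPM (log2 fold change -1.66, limma adjusted p = 0.0086). For both, the values in the tumors are near or under the 1 TPM added before taking logs. Vtcn1 fell from 12.1 to 2.15 TPM on average (log2 fold change -2.46, limma adjusted p = 0.0226). All 6 tumors lay below every control gland for Aldh1a1, Sncg, Syt9 and Ltk, and 5 of 6 did for Vtcn1. With the adipocyte covariate, Sncg (limma adjusted p = 0.0516) and Vtcn1 (limma adjusted p = 0.164) were no longer past the threshold. The adjusted p-values ran from 0.0130 to 0.0516 for Sncg and from 0.0140 to 0.164 for Vtcn1 over the alternatives that kept all mice and tested them. Vtcn1 also lost it in the fits without control gland 417_3 (limma adjusted p = 0.0659) and without 517_3 (limma adjusted p = 0.0623). Trp53 had a log2 fold change of -0.55 (standard error 0.61, limma adjusted p = 0.57), with 2 of 6 tumors below every control gland. Cdh1 had a log2 fold change of -1.75 (standard error 1.17, limma adjusted p = 0.322), with 3 of 6 tumors below every control gland.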

Consistent with high EMT association with MpBC, we saw that differential expression of EMT markers, for example, up-regulated *Vim* and *Lgals1* and down-regulated *Cdh1*, was greater in metaplastic carcinosarcomas compared to carcinomas, consistent with protein levels of E-cadherin and vimentin, identified via IHC in TRIM24-driven tumors (Fig. 2b). Together, these results show that TRIM24-driven tumors express a distinct set of genes that can distinguish between metaplastic and carcinoma tumors.

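Between the 3 metaplastic carcinosarcomas and the 3 carcinomas, Vim had a log2 fold change of 2.02 (standard error 0.48, limma adjusted p = 0.161), with 2147 ± 570 TPM (SD, n = 3) against 590 ± 368 TPM (SD, n = 3). Lgals1 had a log2 fold change of 1.69 (standard error 0.67, limma adjusted p = 0.311), with 5151 ± 2075 TPM (SD, n = 3) against 2059 ± 1997 TPM (SD, n = 3). Cdh1 had a log2 fold change of -4.17 (standard error 0.74, limma adjusted p = 0.0744), with 7.78 ± 9.65 TPM (SD, n = 3) against 104 ± 19.5 TPM (SD, n = 3). For Vim and Cdh1 the 2 classes did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 tumors against 3 allow), whereas for Lgals1 they did (exact permutation test, two-sided, p = 0.3). The tumors left out decided these calls. Without carcinoma 3956, Vim (limma adjusted p = 0.0368) and Lgals1 (limma adjusted p = 0.0463) were past the threshold, and without metaplastic carcinosarcoma 567, Cdh1 was (limma adjusted p = 0.0183). Over the alternatives that kept all mice the adjusted p-value ran from 0.0882 to 0.432 for Vim, from 0.282 to 0.655 for Lgals1 and from 0.0565 to 0.275 for Cdh1.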

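Of 14193 genes tested between the metaplastic carcinosarcomas and the carcinomas, 99 had a limma adjusted p-value under 0.05, 16 of them higher and 83 lower in the metaplastic carcinosarcomas. The paper's classes may rest in part on RNA-seq calls, so this comparison may not be independent of expression. At an adjusted p-value under 0.01 and at least a 2-fold change, 7 genes remained. This stricter count was 0 in each of the 6 fits that left out 1 tumor. Over the alternatives that kept all mice it ran from 0 to 21. Among the 83, Cdcp1, Ankrd22, Il23a, Spint1 and Krtcap3 had the smallest p-values, with log2 fold changes between -4.53 and -3.80 and a limma adjusted p of 0.00734 each. Among the 16, Cdkn2a came first, with a log2 fold change of 2.86 (standard error 0.28, limma adjusted p = 0.013) and 914 ± 149 TPM (SD, n = 3) against 127 ± 33.3 TPM (SD, n = 3). It was followed by Pgk1-rs7, Speg, Foxf2 and Matn2. Pgk1-rs7 is a near copy of Pgk1, so the reads behind it are uncertain. The number of genes was carried by single tumors. Without tumor 64 or without tumor 89 no gene was past the threshold, with 1143 and 1495 genes at an unadjusted p-value under 0.05, and without carcinoma 3956 there were 293 genes. There were 49 without tumor 567 and 14 without tumor 897. Cdkn2a was short of the threshold without tumor 64 (limma adjusted p = 0.107), without 89 (0.0697) and without 897 (0.06). In the 6 fits that left out 1 tumor, Pgk1-rs7 stayed past it in 3, and Speg, Foxf2 and Matn2 in 1 each. Cdcp1, Ankrd22, Il23a, Spint1 and Krtcap3 stayed past it in 4 each. With no filter on low values, a setting chosen after the data were seen, no gene was past the threshold either, with 2871 genes at an unadjusted p-value under 0.05, and the adjusted p-value of Cdkn2a ran from 0.0107 to 0.0802 over the alternatives that kept all mice. From the genes that set the tumors apart from control glands and the EMT genes that differ between the tumor classes, the paper concludes that TRIM24-driven tumors carry an expression profile of their own by which the 2 classes can be told from each other.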

To determine the functional significance of TRIM24-impacted gene regulation in mammary metaplastic carcinosarcoma tumors, we identified hallmark pathways of differentially expressed genes using the ssGSEA algorithm^25^. We assessed differential pathway activity using a Student’s t-test, correcting for multiple hypotheses and accepting pathways with a 5% FDR cutoff. Although the molecular profiles of transcription showed some heterogeneity between tumor samples of the same pathological classification (Fig. 3b), we identified several significant hallmark pathways of *Trim24*^*COE*^ metaplastic carcinosarcomas (Fig. 3c). The top five, significantly up-regulated pathways in TRIM24-driven tumors were the glycolysis pathway, EMT, angiogenesis, allograft rejection, and mTORC1 signaling (Fig. 3c). 

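The Hallmark gene sets were not used here. In their place, 14 lists of genes were tested between the 3 metaplastic carcinosarcomas and the 4 control glands with limma's camera, with an inter-gene correlation of 0.01. In this comparison, 3511 of 15287 genes were past the threshold, 1503 higher and 2008 lower. There were 1345 without tumor 64, 1793 without 567 and 2185 without 897. Fn1 had the smallest p-value (log2 fold change 5.63, limma adjusted p = 0.000163). The list of mesenchymal EMT markers was higher, with 35 of 38 genes up and a median log2 fold change of 2.14 (camera adjusted p = 2.7e-12 in limma). Glycolysis enzymes had 18 of 20 genes up and a median of 1.26 (camera adjusted p = 5.18e-05 in limma). Angiogenesis factors had 18 of 25 up and a median of 1.16 (camera adjusted p = 8.48e-05 in limma), and mTORC1 target genes had 25 of 38 up and a median of 0.65 (camera adjusted p = 0.00501 in limma). A list of T cell, cytotoxicity and MHC genes, the nearest of the lists to allograft rejection, had 17 of 37 genes up and a median of -0.22 (camera adjusted p = 0.784 in limma). Macrophage and myeloid markers (median 2.79) and proliferation genes (median 1.76) were also higher. Adipocyte markers (median -4.35), epithelial junction markers (median -3.84), mammary luminal and basal markers (median -3.48), B cell markers (median -1.41) and endothelial markers (median -0.80) were lower, whereas skeletal muscle markers (median 0.34, limma adjusted p = 0.615) were not past the threshold. The median of the muscle list changed sign without mouse 417_3 (-0.43), 517_3 (-0.40) or 567 (-0.86) and was 1.80 without 392, where the list was past the threshold (limma adjusted p = 0.0489). The medians of endothelial markers and of mTORC1 target genes were -0.53 without mouse 897 and 0.43 without mouse 133. Endothelial markers were short of the threshold without mouse 64, 133, 392 or 897, with limma adjusted p from 0.0592 to 0.181. Under limma's fry, 7 lists were past the threshold: angiogenesis, epithelial junction, glycolysis, macrophage, luminal and basal, mesenchymal EMT and proliferation. With the correlation between genes estimated from the data, none of the 14 lists was (limma adjusted p of 0.173 for the EMT list), with 2 lists at an unadjusted p-value under 0.05.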

The only significant pathway down-regulated by TRIM24 expression is a group of genes (KRas signaling DN) likewise down-regulated in response to oncogenic KRAS expression^26^. The predicted scores of statistically significant pathways (>5% FDR) were clustered, revealing that metaplastic carcinosarcoma tumors (M, *n* = 3) had similar scores that were significantly different from normal tissue^27^. In contrast, the scores for carcinomas (C, *n* = 3) were heterogeneous and in between the scores of metaplastic carcinosarcoma tumors (Fig. 3d)^28^. Additionally, EMT scores, calculated by an ssGSEA algorithm, showed significant differences between TRIM24-driven metaplastic carcinosarcoma tumors and TRIM24-driven carcinoma tumors. 

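The score of a list, the mean over its genes of log2(TPM + 1) minus the gene's mean over all libraries, was computed for each tumor. Angiogenesis factors had scores of 0.83 ± 0.30 (SD, n = 3) in metaplastic carcinosarcomas, 0.26 ± 0.57 (SD, n = 3) in carcinomas and -0.64 ± 0.11 (SD, n = 4) in control glands. Scores of glycolysis enzymes were 0.46 ± 0.23 (SD, n = 3), 0.35 ± 0.25 (SD, n = 3) and -0.51 ± 0.08 (SD, n = 4) in the same order. Scores of mTORC1 target genes were 0.20 ± 0.03 (SD, n = 3), 0.21 ± 0.46 (SD, n = 3) and -0.05 ± 0.37 (SD, n = 4), and in the carcinomas they ranged from -0.29 in tumor 3956 to 0.60 in tumor 273_5.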

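The EMT list of 38 genes, which is not the Hallmark set, gave mean scores of 1.21 ± 0.62 (SD, n = 3) in metaplastic carcinosarcomas and 0.38 ± 0.95 (SD, n = 3) in carcinomas. The difference of 0.83 was within the spread between carcinomas (exact permutation test, two-sided, p = 0.4, where 0.1 is the smallest that 3 tumors against 3 allow). Carcinoma 3956 scored 1.15 and carcinoma 89 scored 0.65, within the range of the metaplastic carcinosarcomas, from 0.59 to 1.83. The first of the paper's pathologists called both of these tumors carcinosarcoma, whereas both pathologists called 273_5 carcinoma. Carcinoma 273_5 scored -0.68, and without it the difference was 0.31. Without metaplastic carcinosarcoma 567 it was 0.52, without 897 it was 1.15 and without carcinoma 3956 it was 1.22. After scaling the libraries by the median of gene ratios it was 0.98 (exact permutation test, two-sided, p = 0.2).

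**Figure D3:**
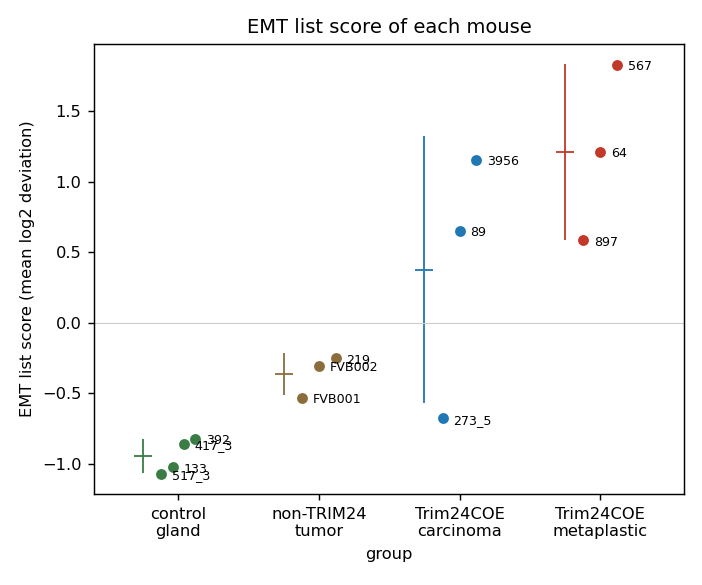
EMT list score of each mouse, in mean log2 deviation from the average over libraries, with the mean and SD of each group beside the points. Carcinomas 3956 and 89 lie within the range of the 3 metaplastic carcinosarcomas, and carcinoma 273_5, at -0.68, lies below it.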

Interestingly, the EMT scores of TRIM24-driven and non-TRIM24-driven carcinomas were not significantly different (Supplementary Fig. 3c).

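The 3 non-TRIM24 tumors had EMT list scores of -0.54 (FVB001), -0.31 (FVB002) and -0.25 (219) after the batch shift was subtracted, with a mean of -0.36 ± 0.15 (SD, n = 3). The Trim24COE carcinomas lay 0.74 higher on average (exact permutation test, two-sided, p = 0.4), 0.84 higher without subtracting the batch shift and 0.38 higher after scaling the libraries by the median of gene ratios (exact permutation test, two-sided, p = 0.6). Without carcinoma 3956 the difference was 0.35, and without carcinoma 273_5 it was 1.27 (exact permutation test, two-sided, p = 0.1, the smallest that this comparison allows).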

To investigate the association between TRIM24 activity and metaplastic tumors, we analyzed previously published tumor expression data sets. Having shown previously^5,6^ that TRIM24 is regulated by post-transcriptional mechanisms, we used a *Trim24*^*COE*^ expression signature of downstream marker genes to assess TRIM24 activity levels, rather than evaluating TRIM24 gene expression alone. Weigelt et al.^29^ determined gene expression and copy number variation of 26 human MpBC patients and reported specific features that correlate with histological subtypes. We compared the gene expression analysis of Weiget et al. by means of the calculated TRIM24 metaplastic score and found that this cohort of human MpBC tumors has a significantly higher TRIM24 metaplastic score than TRIM24-driven carcinomas, as did TRIM24-driven metaplastic carcinosarcomas (Supplementary Fig. 3d), predicting that TRIM24 is activated in human metaplastic tumors. Previously a mouse model with MMTV-driven expression of Hepatocyte Growth Factor Receptor *Met* tyrosine kinase was reported to develop diverse EMT-high and claudin-low, metaplastic carcinosarcoma tumors^27,30^. Comparison of our calculated TRIM24 metaplastic score to microarray expression analysis of MMTV-Met-driven and MMTV-Met;Trp53^fl/+^ tumors revealed that the TRIM24 signature is significantly higher in the two MET-driven metaplastic models, but not the non-metaplastic p53/MET model (Supplementary Fig. 3e). Next, the association between TRIM24-driven metaplastic carcinosarcoma tumors and a previously reported human MpBC gene expression signature was calculated using GSEA^12^. This assessment revealed significant alignment between *Trim24*^*COE*^ carcinosarcoma DEGs and human metaplastic gene signature data (NES = 1.615 and FDR 0.002) (Supplementary Fig. 3f). Together these expression analyses support our morphological and molecular characterization of mammary-specific *Trim24*^*COE*^ tumors as a model of MpBC.

### PI3K pathways are up-regulated in TRIM24-driven mammary tumors

We used Reverse Phase Protein Array (RPPA) to quantify specific proteins in TRIM24-driven metaplastic carcinosarcomas compared to *MMTV-Cre* mammary glands. Two biological replicates of *Trim24*^*COE*^ metaplastic carcinosarcomas with two technical replicates were compared to *MMTV-Cre* mammary glands. There were 247 protein probes used to determine protein levels and all relative protein levels were normalized using protein loading controls^31^. Normalized protein loading and transformed linear values were used to determine fold change and later log 2 transformed fold change values (Supplementary Data 7). The normalized values were also used to generate a heatmap representation of differentially produced (57 up-regulated and 47 down-regulated) proteins in *Trim24*^*COE*^ tumors compared to control mammary glands (Fig. 4a). We converted protein probes to gene identifiers (IDs) to perform GSEA and determine hallmark pathways of differentially expressed proteins^25^. Based on RPPA, we identified PI3K-mTOR signaling, apoptosis, UV response and Notch signaling as the top up-regulated pathways (Fig. 4b). mTOR complex pathway and G2/M check point genes were both present in up-regulated hallmark pathways determined by RNA-Seq and RPPA (Figs. 3c, d and 4b).

**Fig. 4:**
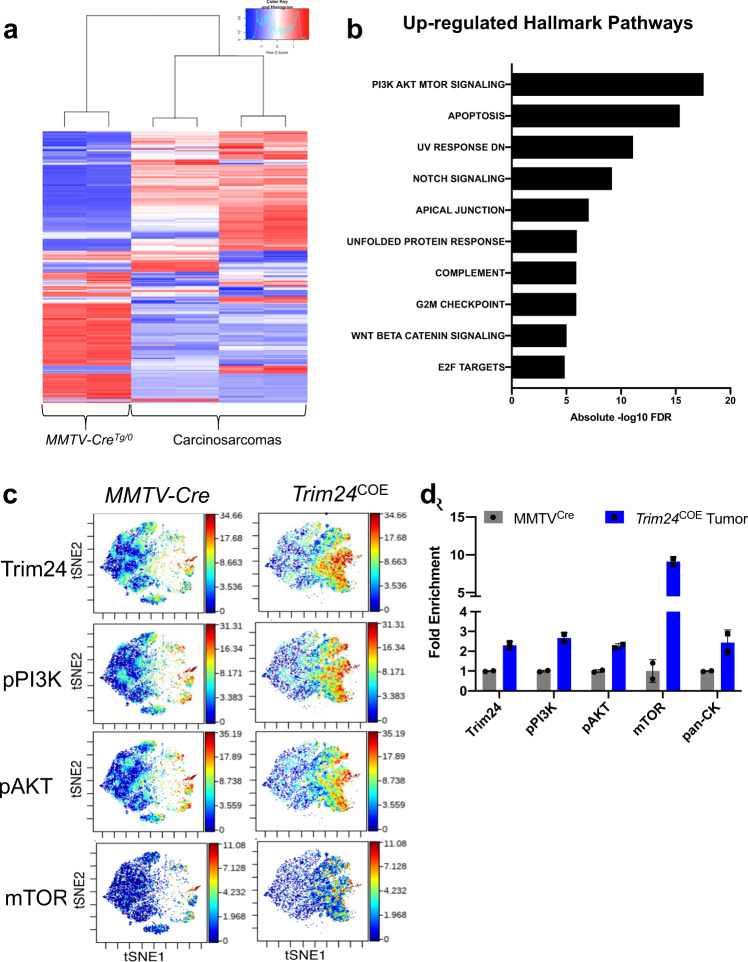
Protein profiling shows TRIM24 over-expression correlates with increased PI3K-AKT-mTOR signaling. **a** Reverse Phase Protein Array shows distinct protein profiles between metaplastic carcinosarcoma tumors driven by TRIM24 compared to *MMTV-Cre*^*Tg/0*^ mammary glands shown by heatmap. **b** The bar plot represents up-regulated hallmark pathways on proteins identified by RPPA. X-axis represents −log_10_ FDR values for each hallmark pathways. **c** Validation of protein expressions by CyTOF where allograft tumors derived of TRIM24 overexpressing metaplastic carcinosarcoma primary cell lines where compared to *MMTV-Cre*^*Tg/0*^ mammary glands for TRIM24, phospho-PI3K, phospho-AKT, and mTOR. **d** Quantification of overall median protein expression in *Trim24*^*COE*^ allograft tumors compared to *MMTV-Cre*^*Tg/0*^ mammary glands (*n* = 2 biologically independent samples). Data represented as mean with SD.

To assess mTOR signaling in *Trim24*^*COE*^ metaplastic carcinosarcomas at a single-cell level, we performed cytometry by time-of-flight (CyTOF) using allografted tumors. These allografted tumors were generated by injecting mouse primary cell lines, derived from *Trim24*^*COE*^ metaplastic carcinosarcoma tumors, into mammary fat pads of nude mice^32^. CyTOF analysis revealed that *Trim24*^*COE*^ metaplastic carcinosarcomas exhibited high levels of TRIM24, phospho-PI3K (pPI3K), phospho-AKT (pAKT), and mTOR within the same spatial orientation (Fig. 4c). These results were quantified using an overall median of protein levels in *Trim24*^*COE*^ metaplastic carcinosarcomas compared to MMTV-Cre mammary glands along with pan cytokeratin to differentiate sarcomatoid carcinoma from sarcoma (Fig. 4d). Thus, CyTOF supports the conclusion that overexpression of TRIM24 up-regulates key members of the PI3K-AKT-mTOR pathway, leading to aberrant activation frequently associated with tumorigenesis, including MpBC in human patients^14^.

### TRIM24 activates c-Met and PI3K pathway in carcinosarcomas

Activation of the PI3K-AKT-mTOR pathway in TRIM24-driven carcinosarcoma tumors nominates potential therapeutic targets^14^. In particular, both RNA-seq and qRT-PCR revealed that *Met*, an upstream regulator of the PI3K-AKT-mTOR pathway, is overexpressed (RNA-Seq log_2_ fold = 3.9) in TRIM24-driven tumors, compared to Cre-only mammary glands (Fig. 5a). 

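Met (ENSMUSG00000009376.15) lies on chromosome 6 from 17463800 to 17573980 (GRCm38, GENCODE M21). Its RNA-seq level was 525 ± 510 TPM (SD, n = 6) in Trim24COE tumors and 28.5 ± 10.1 TPM (SD, n = 4) in control glands, a log2 fold change of 3.06 (standard error 1.06, limma adjusted p = 0.0695). The tumors were of unequal level. Met had 1292 TPM in carcinoma 273_5, and 792, 777 and 227 TPM in metaplastic carcinosarcomas 897, 567 and 64. Carcinomas 89 and 3956, with 28.5 and 30.9 TPM, were within the range of the control glands, from 20.9 to 42.4 TPM. An exact permutation test over the 10 mice (two-sided) gave p = 0.0667. Fitted together with the other groups of batch 1, the limma adjusted p-value was 0.0480, and over the alternatives that kept all mice it ran from 0.0480 to 0.365. It was 0.022 without carcinoma 89 and 0.0305 without carcinoma 3956. The metaplastic carcinosarcomas alone had a log2 fold change of 4.20 against control glands (standard error 0.48, limma adjusted p = 0.00173). Some genes beside Met, chosen after their values were seen, were raised in the same 4 tumors. Relative to the control glands, the log2 ratio of Tes was between 4.88 and 6.66 and that of Cav2 between 2.73 and 4.93. That of Capza2 was between 4.34 and 6.80 and that of St7 between 3.6 and 6.0. In the same region, the ratio of D830026I12Rik was between -0.96 and 1.81, and that of Cttnbp2 between -1.42 and 5.54. In carcinomas 89 and 3956 the ratio was 0.86 and 1.91 for Tes, and -0.81 and -0.54 for Cav2. For Capza2 it was 0.34 and 0.92, and for St7 -0.11 and 0.46.

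**Figure D4:**
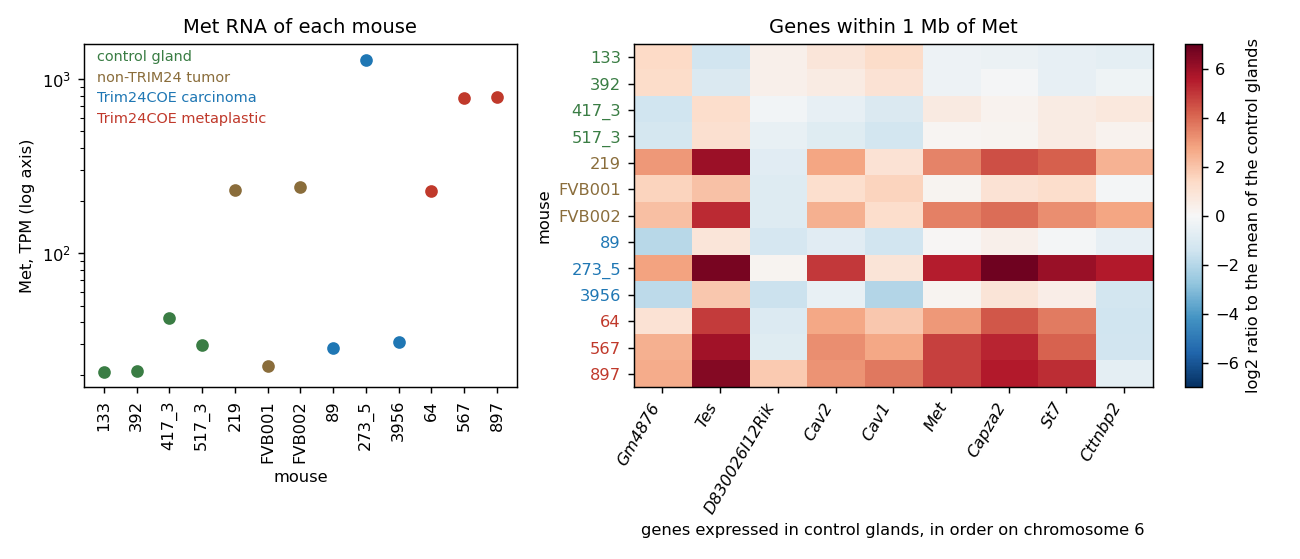
Left, TPM of Met in each mouse on a log axis, with mice colored by group; right, log2 ratio to the mean of the control glands for Met and the 8 genes within 1 Mb of it that are expressed in control glands. Met exceeds 200 TPM in Trim24COE tumors 64, 273_5, 567 and 897 and in non-TRIM24 tumors 219 and FVB002.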

To determine a mechanism for TRIM24-mediated activation of *Met* expression (c-Met), previously reported to drive formation of mammary metaplastic carcinosarcoma tumors when overexpressed^27,30^, we performed Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-Seq) of murine primary cell lines; an *MMTV-Cre-*only cell line (823), derived from a spontaneous mammary outgrowth, and a *TRIM24*^*COE*^ metaplastic carcinosarcoma-derived primary line (897). The TRIM24-driven metaplastic carcinosarcoma cell line (897) showed higher chromatin accessibility at specific sites along the *Met* gene region, compared to the *MMTV-Cre*-control cell line (823) (Fig. 5b). We used chromatin immunoprecipitation (ChIP) PCR analysis of primary tumor cell lines and confirmed that TRIM24 was significantly enriched at regions of increased chromatin accessibility near −2.0 kb and the proximal promoter (−50 bp) of *Met* in the primary metaplastic carcinosarcoma line (897) but not the *MMTV-Cre* control (823) (Fig. 5c). Further, using a tet-inducible system, we showed that knock-down of *Trim24* leads to a parallel decrease in mRNA expression of *cMet* (Supplementary Fig. 4a). Enrichment of TRIM24, as a co-regulator of transcription that recognizes a dual signature of acetylated and unmethylated histone H3 (H3K23ac:H3K4me0) through its combinatorial PHD/bromodomain^5^, offers a mechanism for increased chromatin accessibility, activated transcription and high levels of *Met* gene expression revealed by RNA-seq (Fig. 5a).

**Fig. 5:**
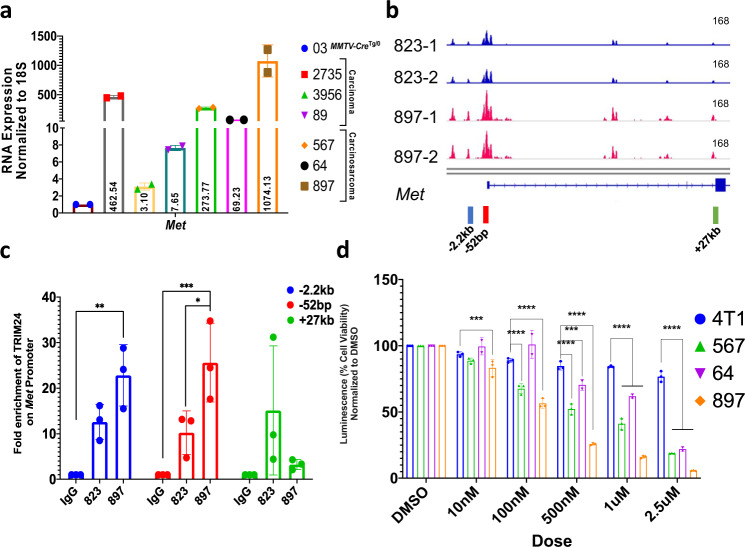
TRIM24 directly activates c-Met to support metaplastic carcinosarcoma cell viability. **a** qRT-PCR validation of cMET RNA expression in TRIM24 overexpressing tumors compared to *MMTV-Cre*^*Tg/0*^ mammary gland (03) (*n* = 2 technical replicates for each tumor samples). **b** Snapshot of Integrated Genome Viewer (IGV) showing tracks and peaks of ATAC-Seq-determined chromatin accessibility of *MMTV-Cre* spontaneous tumor cell line 823 (blue) and TRIM24 overexpressing primary metaplastic carcinosarcoma cell line 897 (red). The scales of the tracks are adjusted to 168. The color bar below the tracks shows positions of primers used to assess TRIM24 interactions with cMET chromatin. **c** Chromatin immunoprecipitation (ChIP) PCR showing enrichment of TRIM24 on *Met* promoter to validate ATAC-Seq on 823 and 897 cell lines. The color of each bars indicates primers corresponding to arrows shown in B (*n* = 3 biological replicates). (*p = 0.0209, **p = 0.0014, ***p = 0.0004). **d** Cell viability assay on 4T1 (mouse TNBC cell line- non-metaplastic) and TRIM24 overexpressing primary cell lines (567, 64, and 897) upon treatment with Crizotinib, an FDA-approved ATP-competitive selective small molecule inhibitor of c-Met and ALK receptor. Percent cell viability is measured using a luminescence reader; values are normalized to DMSO, a vehicle control (*n* = 3 biological replicates). Data represented as mean with SD in **a**, and mean ± SEM in **c**, **d**. *p*-values are calculated in **c** based on two-way ANOVA for multiple comparisons using Tukey method and in **d** using two-way ANOVA for multiple comparisons using Holm–Sidak method. (***p < 0.001, ****p < 0.0001).

We leveraged our finding that TRIM24 directly activates *Met* expression and *TRIM24*^*COE*^ tumor-derived primary cells to test the potential of therapeutically targeting MET. Crizotinib is a dual inhibitor of MET and anaplastic lymphoma kinase (ALK) that has shown promise in multiple cancer types, including breast cancer^33–35^. Crizotinib is an FDA-approved drug for metastatic non-small cell lung cancer (NSLC) and anaplastic large cell lymphoma (ALCL), which has been used in more than 70 clinical trials in United States (clinicaltrials.gov) for various cancers^36^. Crizotinib treatment of *TRIM24*^*COE*^ primary carcinosarcoma cell lines (567, 64, and 897), compared to a murine TNBC-like cell line 4T1, led to a significant, *TRIM24*^*COE*^ metaplastic carcinosarcoma cell-specific reduction in cell viability in a dose-dependent manner (Fig. 5d). To further assess MET as a drug target, we used a selective inhibitor of MET kinase, PHA-665752, previously shown to reduce tumor burden in a mouse model of gastric cancers where *MET* is amplified^37^. PHA-665752 treatment and targeting of MET significantly reduced cell viability in a dose-dependent and metaplastic carcinosarcoma-specific manner (Supplementary Fig. 4b).

Aberrant activity of MET potentially disrupts cellular homeostasis by activation of one or more downstream pathways, including PI3K^38^. PI3K pathway components exhibited high protein levels in RPPA and CyTOF analysis of *TRIM24*^*COE*^ metaplastic carcinosarcoma tumors (Fig. 4), likely activated by post-transcriptional regulation (Supplementary Fig. 4c). To focus downstream of MET and determine whether the PI3K pathway plays an essential role in *TRIM24*^*COE*^ metaplastic carcinosarcomas, we used Dactolisib, a dual inhibitor of PI3K isoforms and mTOR^39,40^. We found that *TRIM24*^*COE*^ metaplastic carcinosarcoma cell lines showed a marked reduction in cell viability with low doses of Dactolisib, which was not recapitulated in the 4T1 TNBC-like cell line (Supplementary Fig. 4d).

Together, we show that TRIM24-mediated, epigenetic activation of c-Met is disrupted by selective inhibitors, Crizotinib and PHA-665752, in a dose-dependent manner in primary metaplastic carcinosarcoma tumor cells. c-Met induces up-regulation of PI3K and mTOR pathways at a protein level, consistent with our RPPA and CyTOF analysis of *TRIM24*^*COE*^ metaplastic carcinosarcomas. Using a dual inhibitor developed for human PI3K isoforms and mTOR, we showed that viability of murine *TRIM24*^*COE*^ metaplastic carcinosarcoma cells was likewise inhibited, further supporting the parallels between human cancers and tumors arising in the *TRIM24*^*COE*^ mouse model.

### TRIM24 metaplastic carcinosarcomas are similar to human disease

To compare *Trim24*^*COE*^ metaplastic carcinosarcoma mammary tumors directly to human metaplastic breast cancer (MpBC) samples, we analyzed patient data generated by an ongoing clinical trial: A Robust TNBC Evaluation fraMework to Improve Survival (ARTEMIS: MD Anderson protocol 2014-0185; NCT02276443) at the University of Texas MD Anderson Cancer Center. We used RNA-Seq analysis of MpBC patient tumor biopsies, acquired at the time of enrollment in the clinical trial, to generate a human TRIM24 metaplastic breast cancer signature using the SIGNATURE system, as previously described^41^, and developed a heatmap representation of the TRIM24 metaplastic signature expressed by murine metaplastic carcinosarcoma (M) versus carcinoma tumors (C) (Fig. 6a and Supplementary Data 8). Hallmark pathway analysis showed that the TRIM24 MpBC signature exhibit significant up-regulation of Glycolysis, EMT, E2F, and mTORC1 signaling pathways (Fig. 6b). This analysis shows a consistent overlap at gene expression level between human MpBC tumors and TRIM24-driven metaplastic carcinosarcoma.

**Fig. 6:**
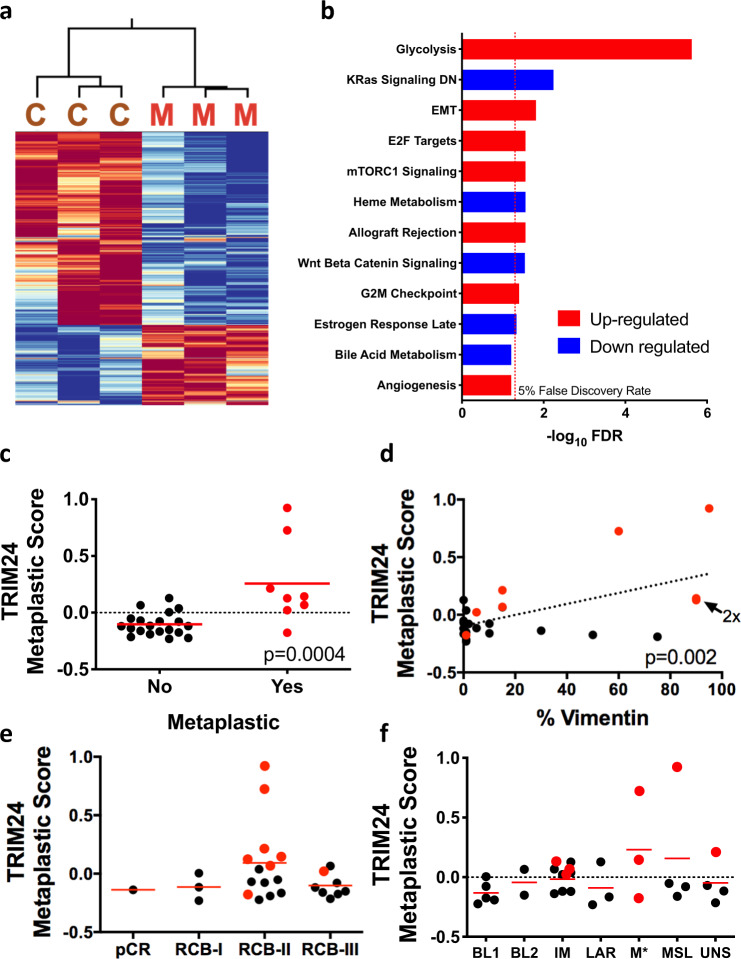
A murine TRIM24 metaplastic carcinosarcoma gene signature correlates with human TNBC MpBC patient signature, EMT, and chemorefractory mesenchymal subtype. **a** Heatmap of expression of genes from the TRIM24 signature in *Trim24*^*COE*^ tumors and human metaplastic TNBCs. C - *Trim24*^*COE*^ carcinomas and M - *Trim24*^*COE*^ metaplastic carcinosarcomas. **b** Statistical significance of Hallmark pathways most strongly enriched in the TRIM24 signature. Red: up in TRIM24, Blue: down in TRIM24. The dotted line represents FDR < 0.05 threshold. **c** TRIM24 metaplastic score matched to MpBC patient gene expression (red) compared to non-MpBC TNBC patient gene expression (black). **d** Correlation of percentage of Vimentin staining in patient biopsies from the ARTEMIS TNBC cohort. MpBC tumors are in red. **e** Association of TRIM24 scores with response to primary chemotherapy in TNBC and MpBC patients from the ARTEMIS trial. pCR: pathological complete response, RCB-I-III – residual cancer burden categories 1–3. MpBC patients are shown in red. **f** Distribution and classification of the ARTEMIS patient cohort and their correlation with TRIM24 metaplastic score to various subtypes of TNBC. BL basal like, IM immunomodulatory, LAR luminal androgen receptor, M* mesenchymal, MSL mesenchymal stem-like, UNS unstable tumor type. Data represented as mean in **c**–**e** and *p*-values are calculated based on two-tailed unpaired *t*-test.

Global expression profiles of human TNBC tumors, both MpBC and non-metaplastic cases of the ARTEMIS cohort, were assessed by our generated TRIM24 metaplastic signature and found significantly higher in MpBC TNBC but not non-MpBC TNBC (Fig. 6c). Further, TRIM24-signature-high-scoring MpBC tumors (red dots) also showed a higher percentage of vimentin IHC staining, indicative of EMT, compared to non-metaplastic TNBC tumors (Fig. 6d and Supplementary Data 9). Patients with TNBC, including MpBC, are subjected to chemotherapy of anthracyclines followed by taxanes, as standard-of-care primary therapy. Residual cancer burden (RCB) is calculated after neoadjuvant therapy to predict disease recurrence and patient survival, hence, a higher RCB index correlates with worse patient survival^42^. RCB-II and RCB-III tumors had higher TRIM24 scores, but did not achieve statistical significance due to low numbers of chemosensitive tumors (Fig. 6e and Supplementary Data 9), indicating little to no response to primary chemotherapy. In the subtypes of TNBCs, described by Lehman et al.^43^, we found that MpBC tumors with significant TRIM24 metaplastic scores were classified mainly as immunomodulatory (IM) and mesenchymal (M*) subtypes (Fig. 6f and Supplementary Data 9). Enrichment of Mesenchymal subtypes is highly consistent with the association of TRIM24-driven tumors and up-regulation of EMT^43^. Overall, these results suggest that TRIM24-driven mouse metaplastic carcinosarcomas exhibit significant similarities to human MpBC tumors by gene expression and hallmark pathway profiling, offering an animal model of human triple-negative MpBC suitable for development of potential therapeutics.

### PROTAC targeting of TRIM24 decreases tumor cell viability

TNBC, both non-MpBC and MpBC, patient-derived xenograft (PDX) mouse models were established with patient biopsies obtained through the ARTEMIS trial. Non-MpBC and MpBC subtyped patient biopsies were further classified by Vanderbilt-Based subtyping (Supplementary Fig. 5a). PDXs were created by embedding human patient needle biopsies in mammary fat pads of nude mice, which were “humanized” with immortalized human mammary stromal fibroblasts^44^. Implanted and established PDX tumors were grown and passaged two times in nude mice prior to collection of PDX tumors from passage 3 for analyses^44^. Human mitochondrial protein IHC for nonglycosylated components of mitochondria distinguishes human tissue in the mouse mammary environment of PDX models (Supplementary Fig. 5b, d). PDX tumors were further analyzed by TRIM24 IHC to identify positive TRIM24 expression (Fig. 7a). Both MpBC and TNBC (non-MpBC) PDX tumors are positive for TRIM24 expression. MpBC PDXs have high levels of TRIM24 expression in both nuclear and cytoplasmic compartments, while non-MpBC TNBC PDXs have more variable TRIM24 expression (Fig. 7a and Supplementary Fig. 5c).

**Fig. 7:**
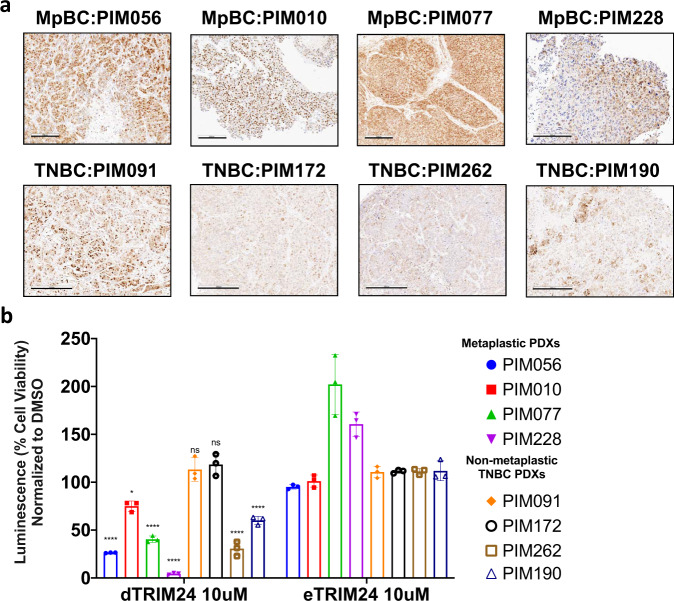
Human MpBC patient-derived xenografts (PDX) overexpress TRIM24 and show reduced cell viability when treated with a TRIM24 protein degrader. **a** Representative images of TRIM24 IHC of human MpBC PDXs (PIM056, PIM010, PIM077, and PIM228) compared to control samples, non-MpBC-TNBC PDXs, (PIM091, PIM172, and PIM262). Scale bar = 200 μM for PIM056, PIM010, and PIM077. 300 μM for PIM228 and all TNBC PDXs. **b** Representative graphs show luminescence-based assays of cell viability with TRIM24 degrader (dTRIM24) or negative control eTRIM24 treatment of human MpBC PDX-derived suspension cells compared to TNBC non-metaplastic PDX cell suspensions. The percentage cell viability is calculated by normalizing luminescence to DMSO treatment. Significance is calculated using ANOVA between eTRIM24 and dTRIM24 of each sample (*n* = 3 technical replicates). Data represented as mean ± SEM and *p*-values are calculated by two-way ANOVA for multiple comparison using Holm-Sidak method (*p = 0.0351, ****p < 0.0001, ns non-significant).

Previously, our collaborative efforts yielded a high-affinity, small molecule inhibitor of the TRIM24 bromodomain, IACS9571^20^. IACS9571 proved to be highly effective in displacement of TRIM24 from chromatin, as measured biochemically in vitro^20^ and by loss of TRIM24 SUMOylation in cellulo^45^, but had little effect on proliferation of established breast and other cancer cell lines grown as 2-D cultures. However, IACS9571 bromodomain inhibitor was further developed as a VHL-ligand-based proteolysis targeting chimera (PROTAC), which proved to be an effective TRIM24 protein degrader (dTRIM24) in cellulo (^19^ and Supplementary Fig. 5e). In this previously reported study, dTRIM24 added at 5 μM concentration inhibited growth of leukemia-origin, cultured MOLM-13 cells but had little effect on the only breast cancer-origin cells tested, MCF7, a Luminal A breast cancer-derived cell line^19^. The bioavailability of dTRIM24 for in vivo assessment remains undocumented; thus, we assayed dTRIM24 (kind gift of L. Gechijian, N. Gray and J. Bradner) and its chemical enantiomeric negative control (eTRIM24) using TRIM24-driven primary carcinosarcoma cell lines and control cell line 823. The dTRIM24 drug successfully degraded TRIM24 compared to eTRIM24 and DMSO (Supplementary Fig. 5e). To ascertain potential relevance of TRIM24 targeting in human TNBC, we compared the ability of dTRIM24 and eTRIM24 to impact viability of TNBC PDX tumorspheres, both MpBC and non-MpBC (Fig. 7a and Supplementary Fig. 5a), using a high-throughput drug screening platform (Fig. 7b). We found that treatment with dTRIM24 led to significant loss of cell viability for all four MpBC PDX tumorspheres and two of four non-MpBC TNBC PDX tumorspheres, versus negative control eTRIM24. Overall, these results suggest that targeting TRIM24 or TRIM24-regulated pathways may have therapeutic potential in the future for patients with TNBC, especially the rare, aggressive and chemoresistant MpBC subtype.

## Discussion

Here, we present a transposon-mediated, conditional expression *Trim24* mouse model and show that increased mammary-specific expression of TRIM24 (*Trim24*^*COE*^) drives mammary tumorigenesis. Unexpectedly, a majority (67%) of *Trim24*^*COE*^ tumors are carcinosarcomas with coexisting malignant epithelial and spindle (mesenchymal) cellular components, a defining characteristic of human breast carcinosarcoma or MpBCs^11^. Metaplastic breast carcinomas (MpBCs) are a rare, aggressive, chemorefractory and understudied subtype of TNBC. With few effective treatment options for these patients, it is essential that the molecular mechanisms governing the development of these rare tumors be understood. In a cohort of 46 MpBC patients, we showed that nuclear TRIM24 is associated with poor overall survival; whereas, cytoplasmic TRIM24 is not. Cytoplasmic TRIM24 reportedly ubiquitinates TRAF3 and facilitates antiviral immunity^4,23^, a function that may not be relevant to MpBC tumor development and patient survival.

In the current study, we focused on nuclear roles of TRIM24, as a histone reader and transcriptional regulator in MpBC. Differential gene expression analysis identified glycolysis and EMT as the top up-regulated pathways in TRIM24-driven mammary tumors, robustly active even in end-stage tumors, analyzed here. Our previous *in cellulo* studies showed that immortalized human mammary epithelial cells were transformed and formed high-grade, xenograft tumors when *TRIM24* was expressed by lentiviral transduction^7^. Nanostring analyses of genes differentially expressed in TRIM24-transformed cells showed similar patterns of up-regulated glycolysis and mTOR pathways and cell cycle check point alteration. These data, generated both in cellulo and in vivo, suggest that high levels of TRIM24, in addition to reprogramming epithelial cells to a mesenchymal phenotype, promote an environment in which transformed cells alter metabolic response to survive and proliferate during tumorigenesis.

We developed a TRIM24-driven metaplastic carcinosarcoma gene signature and compared it to human MpBC tumor global gene expression to derive a TRIM24 metaplastic score for each MpBC patient in the cohort reported in this study. Gene expression profiles of human MpBC tumors exhibit significant EMT expression signatures, consistent with the presence of epithelial/mesenchymal compartments within these highly aggressive tumors^12^, and loss of E-cadherin and gain of robust vimentin expression in *Trim24*^*COE*^ carcinosarcomas, reported here. Glycolysis and EMT are linked in many cancer types^46^, and it has been shown that up-regulation of glycolysis modulates the actin cytoskeleton, which may promote EMT^47^. Molecular subtyping of TNBCs shows an enrichment of EMT-associated gene expression in mesenchymal and mesenchymal stem-like subtypes, 10–30% of which are classified as MpBC by light microscopy^12^. TNBC tumors with high TRIM24 metaplastic signature scores are mainly IM and M subtypes and exhibit high vimentin expression. These MpBC tumors also showed poor outcomes in response to systemic chemotherapy (anthracyclines followed by taxanes) in a neoadjuvant setting (NACT), which is reflected by their extensive residual disease (RCB-II and RCB-III) status (Fig. 6e). A recent in-depth proteomic landscape of MpBC patients further defined subtypes of MpBC and compared MpBC to the broader TNBC classification^18^. This cutting-edge report revealed that MpBC patient samples, as well as spindle MpBC-like tumors that develop in a mammary epithelial-specific *Ccn6* knockout mouse^48^, have enrichment in EMT and E2F pathways at protein levels consistent with our transcriptomic analysis of both MpBC TRIM24 signature and TRIM24-driven metaplastic carcinosarcoma tumors. This subtype classification additionally underscores heterogeneity of MpBC tumor development and further need for multiple MpBC mouse models, as down-regulation of CCN6 and cellular metabolism and protein translation up-regulation are not significant in our epigenetic-driven model. Our analyses here are limited to TNBCs. While previous studies and public data sets showed that *TRIM24* RNA is expressed across a broad range of cancers, it is not yet established whether TRIM24 plays a similar role in promoting malignancy through alterations of EMT, E2F, and metabolic pathways. The use of our TRIM24 signature may partially address this issue, although tissue- and batch-specific differences across gene expression data sets may confound the analyses.

Our molecular analyses of *Trim24*^*COE*^ metaplastic carcinosarcoma tumors nominated c-MET receptor tyrosine kinase, an upstream activator of PI3K/AKT/mTOR pathways, as a potential therapeutic target. A mechanism for increased *Met* expression in *Trim24*^*COE*^ metaplastic carcinosarcomas lies in specific enrichment of PHD/bromodomain protein TRIM24, a co-regulator of transcription, at accessible chromatin of the activated *Met* promoter, consistent with TRIM24-induced RNA expression and downstream activation of the PI3K and mTOR pathways. Interestingly, a previously reported mouse model with MMTV-driven *Met*^mt^ developed a high percentage of claudin-low, mixed pathology mammary carcinomas that undergo EMT, and a low percentage of adenocarcinoma and adenomyoepithelial carcinoma^30^. Comparison of RNA expression changes in MMTV-driven *Met*^mt^ tumors, as well as to publicly available human MpBC (GSE57544), revealed significant concurrence with our derived TRIM24 Metaplastic signature score (Supplementary Fig. 3d, e). Although we did not see activation of downstream PI3K genes by RNA expression analysis of TRIM24-driven tumors, CyTOF and RPPA analysis showed post-transcriptional activation of PI3K pathway components, consistent with c-MET kinase functions. 

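A list of 36 genes that encode PI3K-AKT-mTOR components was tested between the 3 metaplastic carcinosarcomas and the 4 control glands. Of these genes, 16 were higher in the tumors, with a median log2 fold change of -0.19 (limma camera adjusted p = 0.784). The median was -0.08 after scaling the libraries by the median of gene ratios, which shifted all genes by a median of 0.11. Among single components, Mtor had a log2 fold change of 0.10 (standard error 0.37, limma adjusted p = 0.876), with 10.3 ± 3.10 TPM (SD, n = 3) in the metaplastic carcinosarcomas and 9.95 ± 4.24 TPM (SD, n = 4) in control glands. Pik3ca had a log2 fold change of 0.46 (standard error 0.26, limma adjusted p = 0.234). The sign of Mtor changed when mouse 133, 392 or 897 was left out. The median of the list was 0.02 without control gland 417_3. Over all 6 Trim24COE tumors, the log2 fold changes were -0.01 for Mtor (standard error 0.29, limma adjusted p = 0.989) and 0.31 for Pik3ca (limma adjusted p = 0.37).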

Previously, Coussy et al.^17^ showed that a combination of PI3KCA and MEK inhibitors significantly reduces tumor growth in a limited number of MpBC PDX models. To inhibit the PI3K pathway, we used multiple approaches and found that cell viability of primary *Trim24*^*COE*^ metaplastic carcinosarcoma cells was reduced in a dose-dependent manner by inhibiting either c-MET, with Critzotinib and PHA-665752, or PI3K/mTOR, with dual inhibitor Dactolisib. Crizotinib is an FDA-approved drug for metastatic NSLC and ALCL; whereas, PHA-665752 and Dactolisib are bioavailable and have been tested in clinical trials for various cancers although not reported as potential therapeutic treatments of MpBC.

Knowing that single-agent therapeutics often lead to resistance and relapse in human cancers, we pursued assessment of TRIM24 inhibition and degradation, using a previously reported PROTAC version of TRIM24 bromodomain inhibitor IACS-9571^19^. PROTAC-TRIM24 [IACS-9571] (dTRIM24) was tested for inhibition of human MpBC PDX tumorsphere viability, as a surrogate for MpBC patient tumor samples. dTRIM24 was previously shown effective in inhibition of a cultured leukemia cell line (MOLM13) viability but, to our knowledge, has not been tested for inhibition of cell viability in solid tumor PDXs^19^. Recent advances in drug discovery have shown the potential of PROTACs for therapeutic success, such as ER PROTAC ARV-471 in clinical trials for ER-positive breast cancer^49^. We propose that combinatorial therapeutics featuring either a c-MET or dual PI3K/mTOR inhibitor in combination with epigenetic targeting, via a bioavailable TRIM24 degrader, may show promise for treatment of MpBC and other TRIM24-expressing TNBC patients with otherwise poor prognosis and survival.

Our studies establish TRIM24 as a potent oncoprotein in mammary epithelia, acting as a histone reader in chromatin association and disruption of metabolic homeostasis, as well as activation of EMT. Similar to human MpBC patients, our TRIM24-driven mouse model also shows activation of MET/PI3K pathways, which can be therapeutically targeted. Importantly, we observed a TRIM24 signature in a rare and aggressive form of human breast cancer, MpBC. Preclinical studies are needed to validate that inhibiting TRIM24 and its downstream targets, such as c-MET and PI3K pathway activities, has therapeutic potential for this specific subset of TNBC patients.

## Methods

### Mouse model

A *piggyBac* transposon vector was constructed bearing a human *UBC* promoter-driven *loxP-lacZ-stop-loxP* cassette 5′ of a FLAG-tagged *mTrim24* cDNA (*pBac-UbC-lox-stop-Trim24*) (Supplementary Fig. S1a and Supplementary Table 1)^50^. Uncut *pBac-UBC-lox-stop-Trim24* (2 ng/μl) was injected into the pronuclei of FVB/NCr (Charles River Laboratories) zygotes along with transposase RNA (15 ng/μl). The FVB/NCr strain is reportedly more permissive for mammary tumor development^51^. Transgenic *Trim24* (*Trim24*^LSL^) founder mice were identified by PCR of tail genomic DNA (Fig S1b), using primers listed in Supplementary Data 1. *Trim24*^LSL^ mice were bred with the Tg(MMTV-cre)4Mam (The Jackson laboratory, stock 003553) recombinase mouse line D (*MMTV-Cre*^Tg/0^)^52^ for Cre-mediated excision of the floxed stop cassette to drive expression of transgenic *mTrim24* in mammary epithelial cells. The resulting mice were called *Trim24*^COE^ and maintained in pathogen-fee conditions. We also maintained an aging virgin female colony by breeding MMTV-Cre mice with FVB to generate control mice of similar background as *Trim24*^COE^ and *Trim24*^LSL^ mice. Virgin female mice were aged until there was evidence of a palpable tumor or maximum of 2 years. At killing, mammary glands, liver, lung, and spleens were dissected and preserved for further analyses. Tumor penetrance was calculated as percentage of mice in tumor bearing genotype *Trim24*^COE^ divided by total number of mice in *Trim24*^COE^ cohort. Animal handling and experiments were performed as approved by the Institutional Animal Care and Use Committee at the MD Anderson Cancer Center.

### Whole-genome sequencing

To determine the genomic location of transgenes, we performed whole-genome sequencing using tail tissue-derived DNA of three different *Trim24*^LSL^ progeny of the same founder. The library preparation and sequencing were done at the MD Anderson Next Generation Sequencing Core Facility. Briefly, the libraries were prepared using a KAPA Hyperprep kit, Roche (KK850) and samples were run for 76 bp paired-end to achieve 5–10x coverage per sample. The sequence reads were mapped by Burrows-Wheeler Aligner (BWA) (version 0.7.15)^53^ to the mouse genome (version GRCm38). In order to detect possible locations of *Trim24* transgene, we included the *Trim24*^LSL^ vector sequence into the mouse genome as an extra “chromosome”. The mapped bam files were generated by GATK pipeline 3.7 developed by the Broad Institute^54^. The discordantly mapped reads with Trim24 gene sequences were then retrieved by samtools^55^. The discordant reads of these samples are included in Supplementary Data 3.

### Carmine alum staining

Inguinal mammary glands were dissected from littermate female mice and compared only between mice of the same age and harvested at the same time of day. Mammary glands were flattened onto a glass slide and stained as previously described^52^ with the following alterations: mammary glands were fixed in ice cold 4% paraformaldehyde in phosphate-buffered saline (PBS) overnight, washed in PBS 3  ×  10 min then submerged in carmine alum staining solution (4 mM carmine, 10 mM aluminum potassium sulfate) until staining thoroughly permeated the tissue. Tissues were then dehydrated as described^52^, cleared in Histo-clear (National Diagnostics) overnight and stored in toluene. Cleared mammary glands were imaged using a stereomicroscope. To count the number of branches, one major branch was selected, and individual sub-branches were counted manually. The graph was generated using Prism (v9) and student t-test was performed to calculate significance between control and *Trim24*^COE^ mammary branches.

### Immunohistochemistry

All hematoxylin and eosin (H&E) staining was performed using standard procedures by the MD Anderson Department of Veterinary Medicine Histology Core. IHC for Flag (Sigma,sc-7945, 1:5000), ER (Santa Cruz, sc-8002,1:500), PR (Abcam, ab63605,1:4000), E-cadherin (Proteintech, 20874-1-AP, 1:100) Vimentin (Abcam, ab92547, 1:500), human mitochondria (Chemicon # MAB1273, 1:2000), and TRIM24 (Proteintech,14208-1-AP, 1:500) was performed by the MD Anderson Cancer Center Research Histology Pathology and Imaging Core using protocols as previously described^7^. Forty-six archived MpBC paraffin tissue blocks from the Department of Pathology at MD Anderson Cancer Center, with up to 22 years of clinical follow-up data, were prepared for TRIM24 IHC using the standardized departmental protocols. The tissues were scored as previously described^22^. Next, patients were stratified based on scoring and percentage of total cells expressing TIRM24 either in nucleus or cytoplasm or both. The group of patients were divided into four groups and overall survival was calculated. Statistical analyses were carried out using GraphPad Prism (version 8) software. The cumulative overall survival was calculated using the Kaplan–Meier method, and log-rank test was used to analyze differences in the survival times.

### Protein and RNA analyses

To prepare whole cell lysates, cells were lysed as indicated in either radioimmunoprecipitation assay (RIPA) buffer (20 mM Tris pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 1, Triton X-100, 0.5% deoxycholic acid or NETN buffer (150 mM NaCl, 1 mM EDTA, 50 mM Tris pH 7.5, 0.1% NP-40) or 1% SDS supplemented with protease inhibitor cocktail (EMD Millipore). Immunoblotting was performed using standard techniques for antibodies listed in Supplementary Data 1. Total RNA was isolated with TRIzol reagent (Invitrogen) and qRT-PCR was performed as described previously^7^ using primers listed in Supplementary Data 2. Data were calculated using 2^−ΔΔCT^ method in Microsoft Excel (365) and graphs were prepared using Prism (v8).

### Primary cell lines

Tumor fragments designated for cell isolation were harvested as previously described^56^. Briefly, tissue sections were minced and placed in 10 ml digestion media (Dulbecco’s Modified Eagle Medium (DMEM)-F12, 250 u/ml hyaluronidase, 3 mg/ml collagenase, 100 U/mL penicillin/streptomycin (PS), 100 μ/mL antibiotic-antimycotic) per gram of tissue. Tissues were digested while shaking at 1500 × *g* for 1–3 h at 37 °C, filtered through a 40 μm sterile filter and centrifuged at 1200 × *g* for 10 min at 4 °C. Cells were resuspended in DMEM/F12 and washed 4X sequentially by centrifugation at 1200 × *g* for 5 min. The resulting suspensions were plated onto 60 mm tissue culture dishes in complete media (DMEM 10% fetal bovine serum (FBS), and PS) at 37 °C. Cells were grown to confluence, during which time observable colonies were formed. These cell colonies were then subjected to differential trypsinization, removed and gently tapped to release colonies enriched for epithelial cells, leaving behind mesenchymal and fibroblast-like cells. The resulting population was termed epithelial-enriched and then plated onto a new dish and cultured in complete media. Three primary cell lines, 567, 64, and 897, were generated from TRIM24-driven metaplastic carcinosarcoma and cultured using complete media. Primary cell line 823 was generated from a spontaneous mammary tumor generated in an *MMTV-Cre* mouse and used as a control. Cells were passaged and frozen after Mycoplasma testing (Lonza MycoAlert Mycoplasma Detection kit, LT07218) as per manufacturer’s instruction. The passages of primary cells used in all experiments were between 8 and 15. For tet-inducible shRNA cell lines, we used a lentivirus system and Lipofectamine 3000 (ThermoFisher Scientific, L3000008) to transfect 293FT cells using manufacturer’s recommendations on virus production. Both shControl (Horizon, Catalog No. RHS4743) and shTrim24 (Horizon, Catalog No. RMM4431-200368247,) were purchased through the functional genomic core at University of Texas M.D. Anderson Cancer Center for cloning in a TRIPZ inducible lentivirus vector. Next, lentivirus was collected from 293FT cells to transduce the TRIM24-driven primary metaplastic carcinoma cell line 897. The shControl and shTRIM24 897 cells were grown under puromycin selection and sorted based on RFP after tetracycline induction (1 μg/ml). To collect RNA, 897 sh-lines were induced with tetracycline at 1 μg/ml for 24 h. Cells were tested for pathogens using IMPACT testing (IDEXX BioResearch) prior to inject into mouse for generating allograft tumors. Mouse mammary tumor-derived 4T1 cell line was purchased from ATCC (CRL-2539) and grown in RPMI-1640 media.

### RNA library preparation and deep-sequencing

To perform deep sequencing of RNA (RNA-seq), total RNA was isolated from individual tumors, in parallel with freshly isolated, disease free mammary glands (controls), using Zymo Direct-zol RNA miniprep kit (R2050). RNA libraries were prepared using TrueSeq RNA Library Prep Kit v1 (Illumina) followed by sequencing at the MD Anderson Next Generation Sequencing Core Facility.

### RNA-seq analysis

Pre-preprocessing and analysis of RNA-Seq data used pipelines developed by BETSY^57^. To summarize, we checked the quality of the FASTQ files using FastQC (v 0.11.8). Then, we trimmed adapters with Trimmomatic (0.39) using default settings^58^. Trimmed reads were checked again with FastQC, and then aligned to the GRCm38 mouse genome assembly with the GENCODE Release M14 transcriptome using the STAR aligner for *MMTV-Cre*^Tg/0^ mammary gland^59^. The reads were counted with HTSeq-Count^60^ using the union mode to resolve multiple features. Gene expression values were estimated as TPM using RSEM (version 1.3.1), using the STAR (2.7.2b) aligner option^61^. We evaluated the quality of the alignments using the CollectAlignmentSummaryMetrics and CollectRnaSeqMetrics tools from Picard (2.9)^62^. The data are submitted on Gene Expression Omnibus (GEO) with accession GSE179036 for murine samples.

To determine gene expression profiles of TRIM24-driven tumors, a differential expression analysis was performed to compare profiles of tumors with non-tumor mammary tissue using DESeq2 (3.13)^24^. We used script developed in house to calculate the average expression of tumors and control groups, the differences and fold change expression between groups. Genes were selected using a false discovery rate cutoff of 5% and at least a 5-fold change between groups. This resulted in a list of 2006 genes (Supplementary Data 6). Hallmark pathways^63^ were scored on gene expression profiles (read counts) using the ssGSEA algorithm (2.0). Differential pathways were identified using a Student’s t-test correcting for multiple hypotheses and accepting pathways with a 5% FDR cutoff.

The association between *Trim24*^*COE*^ tumors and a previously established metaplastic gene expression signature were calculated using GSEA (4.1.0)^25^. The LIEN_BREAST_CARCINOMA_METAPLASTIC_VS_DUCTAL_UP gene set was downloaded from the MSigDB database.

### Reverse Phase Protein Arrays analysis

Flash-frozen tumor samples and mammary glands were submitted to the Functional Proteomics RPPA Core Facility at MD Anderson Cancer Center. The samples were processed as described previously^31^. Samples were probed with 244 antibodies listed in Supplementary Data 7. The staining intensity was normalized to an internal loading control and customized software to produce Normalized Linear values and transformed Log2 values. The normalized raw values were used to generate a heatmap using R function. The protein names were transformed to gene names to calculate GSEA scores, subjected to Hallmark pathway analysis and plotted using Prism (v8)^25,63^.

### Cytometry by time of flight

To validate RPPA analysis, we generated allograft tumors by injecting primary cell lines derived from TRIM24 overexpressing tumors into mammary fat pads of *Foxn1*^*nu*^ mice, also known as athymic mice^32^. Tumors were dissected once they reached 2 cm^3^ in size. We also collected normal mammary glands of MMTV-Cre^Tg/0^ mice as controls. The samples were prepared and processed for CyTOF as previously described^64^. FlowJo_v10.3 was used to remove beads, debris and to obtain single cells. CytoBank (version 6.7) was used to generate viSNE plots.

### c-Met and PI3K/mTOR inhibitor treatment

MET inhibitors Crizotinib and PHA-665752 were purchased from Cayman Chemical (Item numbers 12087 and 14703, respectively). A dual inhibitor of PI3K and mTOR, Dactolisib or NVP-BEZ235, was also purchased from Cayman Chemical (Item number 21185). Primary murine cells obtained from TRIM24-driven carcinosarcomas (567, 64, and 897) and a TNBC cell line (4T1) were plated at a confluency of 2000 cells per well in 96-well plates. Each drug of choice or vehicle control (Dimethyl sulfoxide or DMSO) were added the next day and incubated for 72 h. At the end of 72 h, post-treatment cell viability assays were performed.

### Cell viability

Cell viability was measured using CellTiter-Glo® (CTG) Luminescent Cell Viability Assay (Promega G7570), as per manufacturer’s recommendations. On the last day of treatment, CTG reagent was added at a 1:1 ratio, as per manufacturer’s recommendation. Viability was measured using luminescence on a FLUOstar Omega platform as per manufacturer’s guidance.

### TRIM24 metaplastic signature

We scored the TRIM24 metaplastic signature on a panel of 68 triple-negative human breast cancer tumors from the ARTEMIS trial (NCT02276443) that have been profiled by RNA-Seq. They were processed using a similar pipeline as above, except that they were aligned to the human reference genome hg19 and a transcriptome from RefSeq^65^. To compare the mouse-derived metaplastic signature with the gene expression profiles of human tumors, we converted the signature to human genes based on the homologs in the Homologene database. We then scored the signature on human tumors using the SIGNATURE system, as described previously^41^. We then compared the scores between the metaplastic tumors (defined by a pathologist) and the non-metaplastic ones using a two-tailed T-test via GraphPad Prism (Supplementary Data 8). We also compared the scores against the vimentin percentage as determined by IHC on tissue slides and calculated the *p*-value using a Pearson test as implemented in the R programming language. The data are submitted to GEO with accession number GSE165407.

### TRIM24 degrader treatment

Human MpBC PDX tumors were harvested and cells were extracted in cell suspension media as previously described^44^. These cells were distributed on 384-well plates and subjected to a high-throughput robotic imaging and drug delivery platform (Texas A&M Combinatorial Drug Discovery Program, Houston, TX). The drugs used for treatment were eTRIM24, a negative control, and dTRIM24, a degrader of TRIM24, and diluted to 10 mM in DMSO^19^. DMSO was used as a vehicle control. Cell viability was measured using CellTiter-Glo. The measured cell viability values were normalized to DMSO controls and plotted as percent inhibition using GraphPad Prism. To determine the protein expression level under the treatment of DMSO, eTRIM24, and dTRIM24, cell lines 823, 567, 64, and 897 were treated with 4μM of eTRIM24 and dTRIM24 along with equivalent amount of DMSO in 6 well plate in triplicates. Treated cells were collected after 48 h for western blot analysis as described earlier.

### ATAC-seq library generation

ATAC-seq in replicates was performed following the Omni-ATAC protocol as previously described^66^. Briefly, cells grown in tissue cultures were pretreated with 200 U/ml DNase (Worthington) for 30 min at 37 °C to remove free-floating DNA and to digest DNA from dead cells. The cell cultures were washed with PBS followed by harvesting and counting. 50,000 cells were lysed and nuclei isolated after centrifugation at 500 × *g* for 10 min in lysis buffer containing 0.1% NP-40 and 0.01% Digitonin. Pelleted nuclei were tagmented with Nextera Tn5 Transposase (TDE1, Illumina 15027865) in TD Tagment DNA buffer (Illumina 15027866) for 30 min at 37 °C, and the resulting library fragments were purified using a Qiagen MinElute kit. Libraries were amplified by 4–6 PCR cycles as described^66^ and purified using AMPure XP beads (Beckman Coulter A63881). ATAC-seq libraries were sequenced 2 × 75 bp on an Illumina HiSeq4000 to obtain at least 50 million high quality mapping reads per sample.

### ATAC-seq analysis

The libraries for ATAC-Seq were sequenced using 2 × 75 bases paired-end protocol on Illumina HiSeq 3000 instrument. 58–67 million pairs of reads were generated per sample. Each pair of reads represents a DNA fragment from the library. Adapter sequences were removed from 3′ends of reads by Trimmomatic (0.39) using default settings^58^. Then the reads were mapped to the mouse genome (mm10) using Bowtie (version 1.1.2)^67^ with parameters “-allow-contain -maxins 2000 -v 2 -m 1 -best -strata”. About 89–91% pairs of reads were mapped to the mouse genome, with 84–86% uniquely mapped. To avoid PCR bias for multiple pairs of reads that were mapped to the same genomic position, only one copy was retained for further analysis. After the removal of reads by chrM, 40–46 million pairs of reads were used in the final analysis. For each fragment (e.g. a pair of reads), the 5′ end was offset by +4 bp and the 3′ end was offset by −5 bp to adjust both ends to represent the center of a transposon binding event. To generate the signal landscape, binding events (i.e. ends of fragments) were smoothed by 73 bp (i.e. extended 36 bp upstream and 36 bp downstream), piled up and normalized to 10 M total binding events. The resulting values were averaged over every 10 bp window and displayed in Integrative Genomics Viewer (IGV) (2.8)^68^. The data are submitted on GEO (GSE149685).

### Chromatin immunoprecipitation

ChIP assays were performed, as previously described^5^, using murine *MMTV-Cre* expressing tumor primary cell line 823 and TRIM24 overexpressing metaplastic carcinosarcoma primary cell line 897. Additionally, after sonication by a BioRuptor 300, chromatin was further treated with MNase (Worthington, LS004798), 30 min at room temperature. TRIM24 (Proteintech, 14208-1-AP; Bethyl, A300-815A) antibodies were used for immunoprecipitation, and the precipitate was collected by Dynabeads Protein A (Invitrogen, 10002D).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Reporting Summary

## Data Availability

The RNA-Seq data generated for TRIM24-driven mouse model (Fig. 3) are deposited in the GEO database under accession code GSE179036. The RNA-Seq data associated with human metaplastic breast cancer patients (Fig. 6) are deposited in the GEO database under accession code GSE165407. The ATAC-Seq data of TRIM24-driven metaplastic carcinosarcoma cell line and control cell line are available at GEO database under accession code GSE149685. WGS data associated with identification of Flag-tagged mTrim24 transposon in transgenic mice are available at figshare repository (Sample 1 R1 file at 10.6084/m9.figshare.14818542.v1(2021), Sample 1 R2 file at 10.6084/m9.figshare.14818560.v1(2021), Sample 2 R1 file at 10.6084/m9.figshare.14818536.v1(2021) and Sample 2 R2 files at 10.6084/m9.figshare.14818575.v1(2021)). MsigDB LIEN_BREAST_CARCINOMA_METAPLASTIC_VS_DUCTAL_UP was used to compare gene expression of TRIM24-driven metaplastic tumors. Source data are available as a Source data file. The remaining data and information associated with this manuscript are available within the article as a supplementary information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of antibodies used for western-blot analysis, immunohistochemistry and CyTOF.

File Name: Supplementary Data 2

Description: List of primers used for Piggybac cloning, qRT-PCR and genotyping.

File Name: Supplementary Data 3

Description: Table of discordant reads to identify Trim24-Flag insertion in mouse genome using 2 biological replicates.

File Name: Supplementary Data 4

Description: List of TRIM24-driven mouse tumors and their pathological classification, necropsy details and samples selected for RNA-Seq.

File Name: Supplementary Data 5

Description: TRIM24 IHC scoring on human MpBC patient samples and associated tumor subtypes.

File Name: Supplementary Data 6

Description: List of differentially expressed genes of murine TRIM24-driven tumors and control mammary glands.

File Name: Supplementary Data 7

Description: List of antibodies used in RPPA and normalized linear scores associated with Cre control and TRIM24-driven tumors.

File Name: Supplementary Data 8

Description: Differentially expressed genes between TRIM24-driven carcinosarcoma and carcinoma tumors.

File Name: Supplementary Data 9

Description: List of human TNBC and MpBC patient tumor details including response to chemotherapy, percentage of vimentin staining and tumor classification.

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 4 — Dataset 1

Supplementary Table 1: List of antibodies used for western-blot analysis and immunohistochemistry.

| Antibody        | Target                  | Company                         | Application |
|-----------------|-------------------------|---------------------------------|-------------|
| TRIM24          | TRIM24                  | Protein Technologies            | WB, IHC     |
| ER              | Estrogen Receptor Alpha | Santa Cruz                      | IHC         |
| PR              | Progesterone Receptor   | Abcam                           | IHC         |
| ERBB2           | ERBB2                   | Cell Signaling                  | IHC         |
| VIMENTIN        | VIMENTIN                | Abcam                           | IHC         |
| E-CADHERIN      | E-CADHERIN              | Protein Technologies            | IHC         |
| FLAG            | M2(FLAG) epitope        | Santa Cruz                      | IHC         |
| FLAG-HRP        | M2(FLAG) epitope        | Sigma                           | IHC         |
| K8              | Keratin 8               | Sigma                           | WB          |
| K14             | Keratin 14              | Covance                         | IHC         |
| TRIM24          | TRIM24                  | Protein Technologies 14208-1-AP | CyTOF       |
| p-PI3K(p85/p55) | Phospho-PI3K            | Cell Signaling Tech 4228BF      | CyTOF       |
| pAKT            | Phospho-AKT             | BD Biosciences 560397           | CyTOF       |
| mTOR            | mTOR                    | GenScript A01154                | CyTOF       |
| pan-CK          | Pan-Cytokeratin         | BioLegend 628602                | CyTOF       |

|     |                      |
|-----|----------------------|
| WB  | Western blot         |
| IHC | Immunohistochemistry |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 5 — Dataset 2

**Supplementary Table 2: List of primers used for Piggybac cloning, qRT-PCR and genotyping.**

piggyback Cloning

|                  |                                                                                                    |
|------------------|----------------------------------------------------------------------------------------------------|
| mTRIM24-FL F     | CACCATGGAGGTGGCTGTGGAGAAG                                                                          |
| mTRIM24-3XFlag-R | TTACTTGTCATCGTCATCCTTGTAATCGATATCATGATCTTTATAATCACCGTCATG<br>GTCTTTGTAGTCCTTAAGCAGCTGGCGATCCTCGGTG |

|           |                          |
|-----------|--------------------------|
| qRT-PCR   |                          |
| TRI24 F   | CGGCCGGTGGTCCTT          |
| TRI24 R   | CAAAC TGGCATCGAATGAC     |
| VIMF1     | CAGGCCAAGCAGGAGTCAAA     |
| VIMR1     | CTCCAGGGACTCGTTAGTGC     |
| CDH1F1    | AACCCAAGCACGTATCAGGG     |
| CDH1R1    | GAGTGTTGGGGGCATCATCA     |
| TRP53F1   | CATCCTGGCTGTAGGTAGCG     |
| TRP53R1   | TGGCAGTCATCCAGTCTTCG     |
| MifF1     | CGGACCGGGTCTACATCAAC     |
| MifR1     | GGACTCAAGCGAAGGTGGAA     |
| Vtn1F1    | TGGGGCAGATCATCTTTTGA     |
| Vtn1R1    | CGTGATGAAGTGCTTGCCTGA    |
| CDKN2aF1  | CGCTCTGGCTTTCGTGAAC      |
| CDKN2aR1  | TTGCCCATCATCATCACCTGG    |
| FN1F1     | TACGCCATTGGAGAGGAGTG     |
| FN1R1     | GGCACCATTTAGATGAATCGCA   |
| Aldh1A1F1 | TCAGGAGTTTACATCAACTGGGA  |
| Aldh1A1R1 | ACCCCAAAC TCCAACCAAGA    |
| Lgals1F1  | GCCAAGAGCTTTGTGCTGAA     |
| Lgals1R1  | TGGGCATTGAAGCGAGGATT     |
| LTKF1     | CTACAGCCTCTGGCAGTCAC     |
| LTKR1     | TGGCAGTCTTTGAAAGGGCA     |
| SYT9F1    | GACCCAGATATCTCTGTGAGCCTG |
| SYT9R1    | AGACACCAAAAAGGGCCAGA     |
| SNCGF1    | GTATGTGGGCACCAAAACCA     |
| SNCGR1    | CAGCTTCACTCACGGCATTG     |
| cMETF1    | GTGCCCCGAAGTGTAAGTCCA    |
| cMETR1    | TGCATGCTCCATTCTGAGAGG    |
| cMETF2    | TGATCATTGGTGCGGTCTCA     |
| cMETR2    | AGCGAACTAATTCACTGCCCCA   |
| aktF1     | GCCGCCTGATCAAGTTCTCC     |
| aktR1     | TTCAGATGATCCATGCGGGG     |
| mTORF1    | CCGCTACTGTGTCTTGGCAT     |
| mTORR1    | CAGCTCGCGGATCTCAAAGA     |
| pi3kcaF1  | TGCAGAGGGTCAGAGCAATG     |
| pi3kcaR1  | CTAGGATTCGTGGGGGCATC     |
| pi3kcaF2  | TCATGGATGCTTTGCAGGGT     |
| pi3kcaR2  | AACCACAGTGGCCTTTTTGC     |

## Genotyping Primers

|                |                           |
|----------------|---------------------------|
| Trim24 F (P23) | AATGAAGACTGGTGTGCTGTTTGT  |
| Trim24 R (P24) | TCGTCTGAGTCGTCACTGAACTTAC |
| Cre F          | GCGGTCTGGCAGTAAAACTATC    |
| Cre R          | GTGAAACAGCATTGCTGTCACTT   |
| P53 X6         | AGCGTGGTGGTACCTTATGAGC    |
| P53 X7         | GGATGGTGGTATACTCAGAGCC    |
| P53 Neo        | GCTATCAGGACATAGCGTTGGC    |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 6 — Dataset 3

Supplementary Table 3: Table of discordant reads to identify Trim24-Flag insertion in mouse genome using 2 biological replicates.

|                                        |                    |       |             |              |                                                                             |
|----------------------------------------|--------------------|-------|-------------|--------------|-----------------------------------------------------------------------------|
| J00180:83:H22V2BBXY:8:1110:3386:18757  | 65 trim24_vector   | 13401 | 6 75M       | 5 142170463  | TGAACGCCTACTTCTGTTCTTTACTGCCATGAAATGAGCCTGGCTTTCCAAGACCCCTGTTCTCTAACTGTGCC  |
| J00180:83:H22V2BBXY:8:2207:22638:14871 | 65 trim24_vector   | 13557 | 0 58M17S    | 8 29103654   | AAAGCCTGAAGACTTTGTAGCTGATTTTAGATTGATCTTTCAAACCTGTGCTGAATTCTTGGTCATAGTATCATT |
| J00180:83:H22V2BBXY:8:1213:10500:19654 | 81 trim24_vector   | 13849 | 60 75M      | 6 37965626   | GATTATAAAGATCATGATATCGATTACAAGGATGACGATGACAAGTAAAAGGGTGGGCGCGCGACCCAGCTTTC  |
| J00180:83:H22V2BBXY:8:2217:26078:28745 | 113 trim24_vector  | 13908 | 60 75M      | 19 18201969  | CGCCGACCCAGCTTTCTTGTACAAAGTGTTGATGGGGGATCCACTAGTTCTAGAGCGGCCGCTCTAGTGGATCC  |
| J00180:83:H22V2BBXY:8:2224:11363:26529 | 113 trim24_vector  | 14040 | 60 75M      | 10 83043536  | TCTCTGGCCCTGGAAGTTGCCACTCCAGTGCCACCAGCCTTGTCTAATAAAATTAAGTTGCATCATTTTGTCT   |
| J00180:83:H22V2BBXY:8:1118:5731:31540  | 113 trim24_vector  | 14055 | 60 4S71M    | 11 115062867 | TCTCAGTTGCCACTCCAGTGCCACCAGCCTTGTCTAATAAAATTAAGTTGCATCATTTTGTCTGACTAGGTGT   |
| J00180:83:H22V2BBXY:8:2102:18345:26072 | 65 trim24_vector   | 14133 | 60 53M22S   | 1 172023718  | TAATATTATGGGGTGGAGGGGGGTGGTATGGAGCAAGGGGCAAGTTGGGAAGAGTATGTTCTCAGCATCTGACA  |
| J00180:83:H22V2BBXY:8:2102:12936:11143 | 81 trim24_vector   | 14163 | 60 4S71M    | X 23931629   | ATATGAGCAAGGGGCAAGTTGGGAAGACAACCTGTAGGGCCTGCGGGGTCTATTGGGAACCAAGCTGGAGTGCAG |
| J00180:83:H22V2BBXY:8:1228:5284:13886  | 81 trim24_vector   | 14179 | 60 40S35M   | 10 66798547  | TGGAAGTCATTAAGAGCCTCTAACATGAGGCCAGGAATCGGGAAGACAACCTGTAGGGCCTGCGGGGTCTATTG  |
| J00180:83:H22V2BBXY:8:1112:10226:11618 | 113 trim24_vector  | 14286 | 0 21S54M    | 13 28516230  | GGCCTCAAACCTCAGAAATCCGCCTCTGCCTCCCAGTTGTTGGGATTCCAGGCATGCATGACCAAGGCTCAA    |
| J00180:83:H22V2BBXY:8:2123:25997:4163  | 65 trim24_vector   | 14543 | 60 75M      | 17 75824074  | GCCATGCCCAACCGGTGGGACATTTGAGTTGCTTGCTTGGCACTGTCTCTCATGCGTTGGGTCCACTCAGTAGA  |
| J00180:83:H22V2BBXY:8:2209:17919:3459  | 145 trim24_vector  | 14547 | 60 75M      | 17 5140667   | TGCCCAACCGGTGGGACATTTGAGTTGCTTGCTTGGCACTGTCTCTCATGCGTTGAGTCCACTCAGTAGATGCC  |
| J00180:83:H22V2BBXY:8:1223:22607:19988 | 145 trim24_vector  | 14601 | 60 3S33M39S | 1 122275171  | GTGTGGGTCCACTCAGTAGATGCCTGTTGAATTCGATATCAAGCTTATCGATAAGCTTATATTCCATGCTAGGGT |
| J00180:83:H22V2BBXY:8:1223:22719:19935 | 1169 trim24_vector | 14601 | 60 3S33M39S | 1 122275171  | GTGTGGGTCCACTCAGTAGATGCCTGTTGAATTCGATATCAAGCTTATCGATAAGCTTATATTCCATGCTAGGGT |
| J00180:83:H22V2BBXY:8:1208:8501:23329  | 145 trim24_vector  | 14680 | 0 75M       | 12 3109884   | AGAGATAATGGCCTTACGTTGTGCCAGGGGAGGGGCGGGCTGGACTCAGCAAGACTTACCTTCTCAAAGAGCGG  |
| J00180:83:H22V2BBXY:8:1121:11657:32314 | 161 trim24_vector  | 14811 | 0 53M22S    | 8 128312809  | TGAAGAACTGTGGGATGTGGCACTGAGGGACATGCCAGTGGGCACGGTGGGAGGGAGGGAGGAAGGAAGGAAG   |
| J00180:83:H22V2BBXY:8:2225:27499:12321 | 177 trim24_vector  | 14905 | 0 75M       | 8 126607545  | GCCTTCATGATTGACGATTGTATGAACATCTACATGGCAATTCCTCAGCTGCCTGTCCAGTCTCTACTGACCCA  |
| J00180:83:H22V2BBXY:8:1203:19218:28745 | 65 trim24_vector   | 14936 | 0 56M19S    | 6 48350261   | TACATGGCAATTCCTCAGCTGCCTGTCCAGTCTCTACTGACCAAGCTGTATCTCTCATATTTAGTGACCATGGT  |
| J00180:83:H22V2BBXY:8:2110:18791:39717 | 161 trim24_vector  | 15019 | 0 75M       | 7 139845108  | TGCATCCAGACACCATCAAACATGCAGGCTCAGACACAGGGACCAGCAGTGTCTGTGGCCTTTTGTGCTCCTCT  |
| J00180:83:H22V2BBXY:8:1218:25408:40315 | 113 trim24_vector  | 15221 | 0 19S56M    | 6 28231845   | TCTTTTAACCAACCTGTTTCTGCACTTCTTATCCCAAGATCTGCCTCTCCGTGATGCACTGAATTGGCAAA     |
| J00180:83:H22V2BBXY:8:1106:7710:43515  | 177 trim24_vector  | 15369 | 0 75M       | 6 123563684  | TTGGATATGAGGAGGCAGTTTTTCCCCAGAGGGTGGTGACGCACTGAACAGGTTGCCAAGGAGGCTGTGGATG   |
| J00180:83:H22V2BBXY:8:2103:4087:25316  | 1105 trim24_vector | 15884 | 60 75M      | 2 5954067    | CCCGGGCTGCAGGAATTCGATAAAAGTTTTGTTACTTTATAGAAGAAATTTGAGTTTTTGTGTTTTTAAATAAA  |
| J00180:83:H22V2BBXY:8:2103:4198:23997  | 81 trim24_vector   | 15884 | 60 75M      | 2 5954067    | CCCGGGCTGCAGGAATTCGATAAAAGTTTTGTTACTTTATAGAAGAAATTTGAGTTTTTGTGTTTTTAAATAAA  |

|                                        |                   |       |           |    |           |                                                                             |
|----------------------------------------|-------------------|-------|-----------|----|-----------|-----------------------------------------------------------------------------|
| J00180:83:H22V2BBXY:8:2114:18791:27268 | 113 trim24_vector | 57    | 60 75M    | X  | 47052592  | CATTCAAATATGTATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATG |
| J00180:83:H22V2BBXY:8:2227:12905:40807 | 129 trim24_vector | 14136 | 60 75M    | X  | 93386038  | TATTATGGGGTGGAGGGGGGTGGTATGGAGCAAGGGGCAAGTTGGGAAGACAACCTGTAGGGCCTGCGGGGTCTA |
| J00180:83:H22V2BBXY:8:2102:12997:11073 | 81 trim24_vector  | 14163 | 60 4S71M  | X  | 23931629  | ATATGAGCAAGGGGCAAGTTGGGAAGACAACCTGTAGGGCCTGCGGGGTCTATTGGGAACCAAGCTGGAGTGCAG |
| J00180:83:H22V2BBXY:8:2102:31680:40877 | 97 trim24_vector  | 14604 | 60 30M45S | X  | 21738312  | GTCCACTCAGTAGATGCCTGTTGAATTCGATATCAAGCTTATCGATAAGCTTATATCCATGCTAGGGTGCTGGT  |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 7 — Dataset 4

**Supplementary Table 4: List of TRIM24-driven mouse tumors and their pathological classification, necropsy details and samples selected for RNA-Seq.**

| Mouse Number | Age | Pathologist-1                 | Pathologist-2    | Mets  | Number of tumors | Tumor weight (g)    | RNA-Seq | Call based on RNA-Seq |
|--------------|-----|-------------------------------|------------------|-------|------------------|---------------------|---------|-----------------------|
| 64           | 13m | Carcinosarcoma                | Carcinosarcoma   | Lung  | 3                | 2.13, 0.48, 0.19    |         | Carcinosarcoma        |
| 89           | 13m | Carcinosarcoma                | Carcinoma        |       | 1                | 1.2                 |         | Carcinoma             |
| 567          | 11m | Spindle Cell Carcinoma        | Carcinosarcoma   |       | 1                | 1.09                |         | Carcinosarcoma        |
| 629          | 8m  | Carcinosarcoma                | Carcinosarcoma   | Liver | 2                | 9.22,0.24           |         |                       |
| 630          | 10m | Carcinosarcoma                | Carcinosarcoma   |       | 1                |                     |         |                       |
| 779          | 11m | Adenocarcinoma;Carcinosarcoma | Carcinosarcoma   |       | 2                |                     |         |                       |
| 801          | 10m | Carcinosarcoma                | Carcinosarcoma   |       | 4                | 1, 0.77, 0.53, 0.21 |         |                       |
| 897          | 19m | Carcinosarcoma                | Carcinosarcoma   |       | 2                | 2.09                |         | Carcinosarcoma        |
| 1781         | 21m | Adenoma                       | Adenoma          |       | 1                |                     |         |                       |
| 2642         | 9m  | Carcinosarcoma                | Carcinosarcoma   |       | 1                |                     |         |                       |
| 3956         | 19m | Carcinosarcoma                | Carcinoma(solid) |       | 1                |                     |         |                       |
| 273-5        | 9m  | Carcinoma                     | Carcinoma(solid) |       | 1                |                     |         | Carcinoma             |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 8 — Dataset 5

**Supplementary Table 5: TRIM24 IHC scoring on human MpBC patient samples and associated tumor subtypes.**

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 9 — Dataset 6

Supplementary Table 6: List of differentially expressed genes of murine TRIM24-driven tumors and control mammary glands.

| Gene ID                | Gene Name     | p.value  | FDR      | Num Samples Normal | Num Samples TRIM24 | Mean Normal | Mean TRIM24 | Delta       | Log_2 Fold Change | Log_2 Fold Change (MLE) | Direction        | 133  | 392  | 417_3 | 517_3 | 273_5 | 3956   | 567    | 64     | 89     | 897    |
|------------------------|---------------|----------|----------|--------------------|--------------------|-------------|-------------|-------------|-------------------|-------------------------|------------------|------|------|-------|-------|-------|--------|--------|--------|--------|--------|
| ENSMUSG000000025804.5  | Ccr1          | 2.92E-53 | 8.90E-49 | 4                  | 6                  | 143.25      | 3454.833333 | 3311.583333 | 4.440113706       | 4.506918366             | Higher in TRIM24 | 137  | 133  | 138   | 165   | 2374  | 3179   | 3781   | 1935   | 2660   | 6800   |
| ENSMUSG000000027875.12 | Hmgcs2        | 1.05E-46 | 1.60E-42 | 4                  | 6                  | 3701        | 24.16666667 | 3676.833333 | 7.137844125       | 7.4684603               | Higher in Normal | 1242 | 2139 | 5064  | 6359  | 17    | 6      | 27     | 5      | 30     | 60     |
| ENSMUSG000000025044.16 | Msr1          | 1.02E-34 | 1.03E-30 | 4                  | 6                  | 234.5       | 7429.833333 | 7195.333333 | 4.740280899       | 4.870923304             | Higher in TRIM24 | 213  | 205  | 253   | 267   | 3453  | 7175   | 6984   | 5365   | 3456   | 18146  |
| ENSMUSG000000030669.13 | Calca         | 1.66E-32 | 1.27E-28 | 4                  | 6                  | 6848        | 15          | 6833        | 7.952548375       | 8.682478214             | Higher in Normal | 2753 | 2850 | 8267  | 13522 | 7     | 1      | 11     | 38     | 15     | 18     |
| ENSMUSG000000029304.14 | Spp1          | 3.55E-31 | 2.16E-27 | 4                  | 6                  | 1984.5      | 118640.8333 | 116656.3333 | 5.577599525       | 5.82594988              | Higher in TRIM24 | 4130 | 549  | 1134  | 2125  | 98837 | 77637  | 67916  | 104924 | 146527 | 216004 |
| ENSMUSG000000029915.12 | Clec5a        | 1.42E-28 | 7.22E-25 | 4                  | 6                  | 74          | 1455.166667 | 1381.166667 | 4.147579805       | 4.254781871             | Higher in TRIM24 | 84   | 79   | 62    | 71    | 766   | 1451   | 2021   | 1015   | 1202   | 2276   |
| ENSMUSG000000024386.8  | Proc          | 2.52E-28 | 1.10E-24 | 4                  | 6                  | 153         | 9.5         | 143.5       | 4.001860471       | 4.098672659             | Higher in Normal | 97   | 153  | 158   | 204   | 7     | 8      | 9      | 5      | 13     | 15     |
| ENSMUSG000000017309.11 | Cd300lg       | 3.13E-28 | 1.19E-24 | 4                  | 6                  | 6303.25     | 400.166667  | 5903.083333 | 4.02670184        | 4.124149453             | Higher in Normal | 5788 | 6042 | 5883  | 7500  | 168   | 219    | 551    | 170    | 687    | 606    |
| ENSMUSG000000040136.10 | Abcc8         | 4.25E-27 | 1.29E-23 | 4                  | 6                  | 635.25      | 15          | 620.25      | 5.357006666       | 5.605350996             | Higher in Normal | 671  | 359  | 800   | 711   | 4     | 5      | 15     | 3      | 37     | 26     |
| ENSMUSG000000031410.14 | Nxf7          | 1.50E-26 | 3.92E-23 | 4                  | 6                  | 932.25      | 11.83333333 | 920.416667  | 6.001647914       | 6.369676288             | Higher in Normal | 413  | 412  | 1274  | 1630  | 5     | 6      | 17     | 1      | 25     | 17     |
| ENSMUSG000000024679.10 | Ms4a6d        | 1.55E-26 | 3.92E-23 | 4                  | 6                  | 230.25      | 4494        | 4263.75     | 3.964873421       | 4.065911469             | Higher in TRIM24 | 187  | 338  | 182   | 214   | 2760  | 3416   | 4777   | 2555   | 2901   | 10555  |
| ENSMUSG000000019768.16 | Esr1          | 1.81E-24 | 4.24E-21 | 4                  | 6                  | 1885.25     | 287.166667  | 1598.083333 | 2.80159839        | 2.839161207             | Higher in Normal | 1795 | 1620 | 2106  | 2020  | 149   | 115    | 336    | 248    | 374    | 501    |
| ENSMUSG000000041324.14 | Inhba         | 7.58E-24 | 1.65E-20 | 4                  | 6                  | 252.25      | 8512.666667 | 8260.416667 | 4.929886552       | 5.158499526             | Higher in TRIM24 | 288  | 166  | 210   | 345   | 1954  | 9015   | 10649  | 8644   | 12528  | 8286   |
| ENSMUSG000000037613.16 | Tnfrsf23      | 1.52E-23 | 3.09E-20 | 4                  | 6                  | 138.5       | 5009.666667 | 4871.166667 | 5.041437199       | 5.291340913             | Higher in TRIM24 | 164  | 109  | 127   | 154   | 1565  | 8734   | 4492   | 3961   | 4894   | 6412   |
| ENSMUSG000000071547.3  | Nt5dc2        | 1.91E-23 | 3.64E-20 | 4                  | 6                  | 178         | 3895.333333 | 3717.333333 | 4.054370849       | 4.179036994             | Higher in TRIM24 | 130  | 100  | 218   | 264   | 1250  | 1091   | 3621   | 2664   | 3408   | 11338  |
| ENSMUSG000000025927.13 | Ftap2b        | 3.29E-23 | 5.89E-20 | 4                  | 6                  | 1983        | 45.16666667 | 1937.833333 | 5.503939734       | 5.827984245             | Higher in Normal | 692  | 1789 | 2652  | 2799  | 14    | 5      | 26     | 19     | 81     | 126    |
| ENSMUSG000000033213.16 | AA667197      | 4.49E-23 | 7.59E-20 | 4                  | 6                  | 26          | 908.166667  | 882.166667  | 4.789527414       | 5.007982938             | Higher in TRIM24 | 22   | 44   | 20    | 18    | 682   | 808    | 1059   | 787    | 350    | 1763   |
| ENSMUSG000000030792.8  | Dkl1          | 1.82E-22 | 2.92E-19 | 4                  | 6                  | 983         | 40.33333333 | 942.666667  | 4.510128679       | 4.689632491             | Higher in Normal | 590  | 659  | 1085  | 1598  | 35    | 9      | 57     | 14     | 78     | 49     |
| ENSMUSG000000047562.3  | Mmp10         | 1.02E-21 | 1.55E-18 | 4                  | 6                  | 13.5        | 5922.666667 | 5909.166667 | 7.171348661       | 8.154707331             | Higher in TRIM24 | 11   | 10   | 16    | 17    | 143   | 2724   | 2307   | 643    | 3392   | 26327  |
| ENSMUSG000000042265.13 | Trem1         | 1.13E-21 | 1.64E-18 | 4                  | 6                  | 23.75       | 865.666667  | 841.916667  | 4.966849541       | 5.230536701             | Higher in TRIM24 | 24   | 11   | 27    | 33    | 311   | 997    | 1544   | 265    | 945    | 1132   |
| ENSMUSG000000023913.17 | Pla2g7        | 1.19E-21 | 1.64E-18 | 4                  | 6                  | 1362.25     | 13438.83333 | 12076.58333 | 2.993838829       | 3.046884569             | Higher in TRIM24 | 838  | 999  | 1473  | 2139  | 9346  | 5691   | 10925  | 5622   | 11602  | 37447  |
| ENSMUSG000000066000.12 | Zfp979        | 1.87E-21 | 2.48E-18 | 4                  | 6                  | 710.75      | 89.33333333 | 621.416667  | 3.130419765       | 3.191389685             | Higher in Normal | 1039 | 592  | 606   | 606   | 48    | 38     | 100    | 52     | 130    | 168    |
| ENSMUSG000000022156.7  | Gzme          | 3.26E-21 | 4.14E-18 | 4                  | 6                  | 4.25        | 965.8333333 | 961.5833333 | 6.890487172       | 7.780042331             | Higher in TRIM24 | 10   | 2    | 4     | 1     | 363   | 763    | 1668   | 162    | 2375   | 464    |
| ENSMUSG000000001403.13 | Ube2c         | 6.66E-21 | 8.12E-18 | 4                  | 6                  | 446.25      | 3943.333333 | 3497.083333 | 3.006415208       | 3.062314488             | Higher in TRIM24 | 327  | 261  | 477   | 720   | 2723  | 1391   | 4198   | 3795   | 3641   | 7912   |
| ENSMUSG000000047631.3  | ApoE          | 9.78E-21 | 1.15E-17 | 4                  | 6                  | 360.75      | 6           | 356.75      | 6.06671852        | 6.591480758             | Higher in Normal | 58   | 130  | 527   | 728   | 3     | 1      | 2      | 2      | 7      | 9      |
| ENSMUSG000000058914.12 | C1qtnf3       | 1.09E-20 | 1.23E-17 | 4                  | 6                  | 30.75       | 2529.833333 | 2499.083333 | 5.827004607       | 6.308614431             | Higher in TRIM24 | 50   | 18   | 25    | 30    | 414   | 777    | 6314   | 1671   | 3954   | 2049   |
| ENSMUSG000000037280.12 | Gaint6        | 2.48E-20 | 2.70E-17 | 4                  | 6                  | 92          | 616.3333333 | 524.3333333 | 2.571298827       | 2.606989894             | Higher in TRIM24 | 52   | 91   | 111   | 114   | 356   | 397    | 678    | 385    | 576    | 1306   |
| ENSMUSG000000011602.1  | Gm320t4       | 2.14E-19 | 2.23E-16 | 4                  | 6                  | 82.5        | 5.66666667  | 76.83333333 | 3.868260841       | 4.001822149             | Higher in Normal | 85   | 71   | 109   | 65    | 6     | 3      | 2      | 3      | 10     | 10     |
| ENSMUSG000000001131.11 | Timpt1        | 2.20E-19 | 2.23E-16 | 4                  | 6                  | 382.75      | 18645.16667 | 18262.41667 | 5.235960479       | 5.596938273             | Higher in TRIM24 | 146  | 331  | 388   | 666   | 9187  | 6484   | 15933  | 34687  | 5504   | 40076  |
| ENSMUSG000000095497.2  | Igkv1-122     | 4.14E-19 | 4.07E-16 | 4                  | 6                  | 260.25      | 1.5         | 258.75      | 6.821895327       | 7.741674372             | Higher in Normal | 48   | 399  | 238   | 356   | 0     | 1      | 3      | 0      | 0      | 5      |
| ENSMUSG000000024039.14 | Cbs           | 4.79E-19 | 4.56E-16 | 4                  | 6                  | 471.25      | 28.66666667 | 442.5833333 | 4.032106399       | 4.184961771             | Higher in Normal | 357  | 309  | 520   | 699   | 37    | 4      | 30     | 8      | 42     | 51     |
| ENSMUSG000000030849.18 | Fgfr2         | 1.28E-18 | 1.18E-15 | 4                  | 6                  | 4240.5      | 223.166667  | 4017.333333 | 4.053231055       | 4.212961504             | Higher in Normal | 1566 | 2370 | 6540  | 6486  | 171   | 116    | 407    | 104    | 291    | 250    |
| ENSMUSG000000031209.14 | Heph          | 2.60E-18 | 2.33E-15 | 4                  | 6                  | 2306.25     | 136.666667  | 2169.583333 | 4.105865193       | 4.275408671             | Higher in Normal | 2463 | 2357 | 2194  | 2211  | 40    | 54     | 183    | 52     | 307    | 184    |
| ENSMUSG000000022211.8  | Carmil3       | 4.14E-18 | 3.60E-15 | 4                  | 6                  | 108.25      | 12.33333333 | 95.91666667 | 3.21478479        | 3.29592675              | Higher in Normal | 116  | 121  | 113   | 83    | 12    | 6      | 7      | 9      | 18     | 22     |
| ENSMUSG000000026193.15 | Fcn1          | 5.04E-18 | 4.27E-15 | 4                  | 6                  | 4037.25     | 165664.5    | 161627.25   | 5.043252865       | 5.392248262             | Higher in TRIM24 | 2187 | 2623 | 5379  | 5960  | 34887 | 204775 | 175420 | 165761 | 39975  | 373169 |
| ENSMUSG000000020672.14 | Sntg2         | 7.02E-18 | 5.78E-15 | 4                  | 6                  | 216.5       | 13.66666667 | 202.8333333 | 3.981792694       | 4.140209919             | Higher in Normal | 140  | 186  | 247   | 293   | 4     | 3      | 18     | 7      | 29     | 21     |
| ENSMUSG000000056071.12 | S100a9        | 7.71E-18 | 6.03E-15 | 4                  | 6                  | 41.5        | 3028.333333 | 2986.833333 | 5.440349089       | 5.901603969             | Higher in TRIM24 | 45   | 42   | 28    | 51    | 1697  | 226    | 1219   | 1403   | 9368   | 4257   |
| ENSMUSG00000003477.5   | Imnt          | 7.73E-18 | 6.03E-15 | 4                  | 6                  | 857         | 22          | 835         | 5.468218142       | 5.906327331             | Higher in Normal | 1325 | 1179 | 359   | 565   | 4     | 2      | 16     | 8      | 20     | 82     |
| ENSMUSG000000049115.15 | Agtr1a        | 1.24E-17 | 9.02E-15 | 4                  | 6                  | 1808.75     | 98          | 1710.75     | 4.120888697       | 4.300365178             | Higher in Normal | 1656 | 2086 | 1665  | 1828  | 41    | 30     | 123    | 89     | 224    | 81     |
| ENSMUSG000000063430.9  | Wscd2         | 1.24E-17 | 9.02E-15 | 4                  | 6                  | 382.25      | 25          | 357.25      | 4.010141336       | 4.175037875             | Higher in Normal | 562  | 372  | 286   | 309   | 10    | 8      | 10     | 25     | 46     | 51     |
| ENSMUSG000000097383.1  | 1500026H17Rik | 1.56E-17 | 1.11E-14 | 4                  | 6                  | 74.25       | 6.833333333 | 67.41666667 | 3.424608927       | 3.527950919             | Higher in Normal | 71   | 72   | 71    | 83    | 7     | 2      | 5      | 8      | 10     | 9      |
| ENSMUSG000000029282.3  | Amtn          | 1.77E-17 | 1.23E-14 | 4                  | 6                  | 462.25      | 2.166666667 | 460.        |                   |                         |                  |      |      |       |       |       |        |        |        |        |        |

|                       |               |             |             |   |   |          |             |             |              |             |                  |       |     |        |        |      |      |      |     |       |      |
|-----------------------|---------------|-------------|-------------|---|---|----------|-------------|-------------|--------------|-------------|------------------|-------|-----|--------|--------|------|------|------|-----|-------|------|
| ENSMUSG00000103965.1  | Gm30173       | 0.007189634 | 0.04550197  | 4 | 6 | 22.75    | 3.333333333 | 19.41666667 | 2.558197418  | 3.167260043 | Higher in Normal | 57    | 28  | 2      | 4      | 4    | 0    | 1    | 0   | 10    | 5    |
| ENSMUSG00000099552.1  | 9830004L10Rik | 0.007215491 | 0.045618207 | 4 | 6 | 10.75    | 1.666666667 | 9.083333333 | 2.567186875  | 3.185330027 | Higher in Normal | 25    | 9   | 8      | 1      | 2    | 0    | 0    | 0   | 2     | 6    |
| ENSMUSG00000097740.1  | E030044B06Rik | 0.007251688 | 0.045791667 | 4 | 6 | 8        | 1           | 7           | 2.591707862  | 3.250256496 | Higher in Normal | 14    | 2   | 7      | 9      | 0    | 0    | 3    | 0   | 0     | 3    |
| ENSMUSG00000096410.2  | Ighv1-19      | 0.007259543 | 0.045811103 | 4 | 6 | 11       | 1.666666667 | 9.333333333 | 2.508180388  | 3.074561534 | Higher in Normal | 1     | 20  | 11     | 12     | 0    | 0    | 4    | 0   | 2     | 4    |
| ENSMUSG00000109328.2  | Offr1438-ps1  | 0.007280976 | 0.045889292 | 4 | 6 | 21.5     | 3           | 18.5        | 2.640870708  | 3.3450247   | Higher in Normal | 73    | 8   | 4      | 1      | 2    | 2    | 0    | 0   | 3     | 11   |
| ENSMUSG00000025955.13 | Akr1cl        | 0.007302261 | 0.046004397 | 4 | 6 | 131.75   | 21          | 110.75      | 2.654907978  | 3.370851251 | Higher in Normal | 138   | 365 | 12     | 12     | 7    | 1    | 2    | 0   | 68    | 48   |
| ENSMUSG00000067704.1  | Wfdc13        | 0.007310479 | 0.04601702  | 4 | 6 | 7.5      | 1.333333333 | 6.166666667 | 2.396831746  | 2.865770194 | Higher in Normal | 15    | 5   | 6      | 4      | 1    | 0    | 0    | 0   | 3     | 4    |
| ENSMUSG00000078143.3  | Gm17344       | 0.007335988 | 0.046150034 | 4 | 6 | 10.5     | 2.166666667 | 8.333333333 | 2.342893246  | 2.76942262  | Higher in Normal | 27    | 6   | 6      | 3      | 1    | 1    | 1    | 0   | 1     | 9    |
| ENSMUSG00000063157.9  | Csn2          | 0.007339987 | 0.046165653 | 4 | 6 | 87078.25 | 10751.83333 | 76326.41667 | 2.482183398  | 3.020663061 | Higher in Normal | 87493 | 845 | 108687 | 151288 | 5479 | 5082 | 5520 | 235 | 46670 | 1525 |
| ENSMUSG00000082771.1  | Gm12803       | 0.007378116 | 0.046388463 | 4 | 6 | 8.25     | 0.333333333 | 7.916666667 | 3.064980402  | 4.686184303 | Higher in Normal | 27    | 5   | 0      | 1      | 1    | 0    | 0    | 0   | 0     | 1    |
| ENSMUSG000000089301.1 | Gm24841       | 0.007392603 | 0.04637256  | 4 | 6 | 7.75     | 0.166666667 | 7.583333333 | 3.143226333  | 4.965315539 | Higher in Normal | 23    | 1   | 7      | 0      | 0    | 0    | 0    | 0   | 0     | 1    |
| ENSMUSG00000073063.3  | Hbg1b         | 0.007413713 | 0.046466187 | 4 | 6 | 21.5     | 2.333333333 | 19.16666667 | 2.655072151  | 3.397677792 | Higher in Normal | 70    | 10  | 6      | 0      | 0    | 4    | 2    | 1   | 1     | 6    |
| ENSMUSG00000060560.8  | Ces4a         | 0.007435182 | 0.046542429 | 4 | 6 | 61       | 6.666666667 | 54.33333333 | 2.883089856  | 3.969078346 | Higher in Normal | 184   | 2   | 56     | 2      | 0    | 1    | 0    | 0   | 9     | 30   |
| ENSMUSG00000084863.1  | Gm12523       | 0.007438106 | 0.046542429 | 4 | 6 | 5.75     | 0.5         | 5.25        | 2.865013539  | 3.845070835 | Higher in Normal | 14    | 6   | 1      | 2      | 0    | 0    | 0    | 0   | 1     | 2    |
| ENSMUSG00000098284.7  | A330093E20Rik | 0.007445107 | 0.04656945  | 4 | 6 | 9.25     | 1.333333333 | 7.916666667 | 2.453612019  | 2.985731925 | Higher in Normal | 19    | 1   | 13     | 4      | 0    | 2    | 1    | 0   | 1     | 4    |
| ENSMUSG00000109847.1  | Gm45278       | 0.007445484 | 0.04656945  | 4 | 6 | 8.75     | 1.333333333 | 7.416666667 | 2.462697345  | 2.999119811 | Higher in Normal | 21    | 5   | 8      | 1      | 0    | 1    | 1    | 0   | 3     | 3    |
| ENSMUSG00000103658.1  | Gm37201       | 0.007489963 | 0.046751621 | 4 | 6 | 0.5      | 6.5         | 6           | 2.617085318  | 3.472987499 | Higher in TRIM24 | 1     | 1   | 0      | 0      | 11   | 1    | 9    | 1   | 3     | 14   |
| ENSMUSG00000035551.6  | Igfbp1        | 0.007491977 | 0.046754603 | 4 | 6 | 21.5     | 3.666666667 | 17.83333333 | 2.465674032  | 2.991527297 | Higher in Normal | 49    | 4   | 18     | 15     | 0    | 0    | 0    | 2   | 9     | 11   |
| ENSMUSG00000064263.6  | Platr26       | 0.007550008 | 0.047039624 | 4 | 6 | 9.25     | 0.5         | 8.75        | 3.091158306  | 4.685534368 | Higher in Normal | 19    | 12  | 6      | 0      | 0    | 0    | 0    | 0   | 0     | 3    |
| ENSMUSG00000101695.1  | 1700094J05Rik | 0.007557537 | 0.047067722 | 4 | 6 | 6        | 0.5         | 5.5         | 2.797316362  | 3.688028898 | Higher in Normal | 13    | 1   | 7      | 3      | 0    | 0    | 0    | 0   | 2     | 1    |
| ENSMUSG00000042631.7  | Xkr7          | 0.00762672  | 0.047391505 | 4 | 6 | 14.75    | 0.666666667 | 14.08333333 | 3.125138075  | 5.027921241 | Higher in Normal | 40    | 1   | 18     | 0      | 0    | 0    | 0    | 0   | 0     | 4    |
| ENSMUSG00000107350.1  | Gm19610       | 0.007636982 | 0.047435909 | 4 | 6 | 4.25     | 48.16666667 | 43.91666667 | 2.4753991128 | 3.064721272 | Higher in TRIM24 | 10    | 0   | 2      | 5      | 0    | 6    | 22   | 45  | 42    | 174  |
| ENSMUSG00000026514.14 | Cnih3         | 0.007723862 | 0.047731345 | 4 | 6 | 34       | 7.166666667 | 26.83333333 | 2.378653576  | 2.837373526 | Higher in Normal | 81    | 6   | 32     | 17     | 4    | 0    | 0    | 1   | 10    | 28   |
| ENSMUSG00000105713.1  | Gm43827       | 0.007767973 | 0.047899002 | 4 | 6 | 8.75     | 0.333333333 | 8.416666667 | 3.010970469  | 4.528172248 | Higher in Normal | 19    | 1   | 15     | 0      | 1    | 0    | 0    | 0   | 1     | 0    |
| ENSMUSG00000108141.1  | Gm44079       | 0.007817377 | 0.048124441 | 4 | 6 | 22.5     | 2.666666667 | 19.83333333 | 2.771833426  | 3.685844172 | Higher in Normal | 46    | 41  | 1      | 2      | 0    | 1    | 0    | 0   | 8     | 7    |
| ENSMUSG00000097671.2  | 1700015011Rik | 0.007823024 | 0.048130014 | 4 | 6 | 9.5      | 0.666666667 | 8.833333333 | 2.95715818   | 4.231914169 | Higher in Normal | 28    | 5   | 5      | 0      | 0    | 0    | 0    | 0   | 2     | 2    |
| ENSMUSG00000087410.7  | Z310065F04Rik | 0.007864494 | 0.048325018 | 4 | 6 | 25       | 3.5         | 21.5        | 2.729537284  | 3.569581351 | Higher in Normal | 78    | 15  | 7      | 0      | 1    | 0    | 2    | 0   | 3     | 15   |
| ENSMUSG00000106514.1  | Mir6976       | 0.007916309 | 0.048492606 | 4 | 6 | 5        | 0.333333333 | 4.666666667 | 2.811191335  | 3.749925687 | Higher in Normal | 1     | 2   | 11     | 6      | 0    | 0    | 0    | 0   | 1     | 1    |
| ENSMUSG00000036816.4  | Atoh7         | 0.007932726 | 0.048569405 | 4 | 6 | 12.25    | 2.166666667 | 10.08333333 | 2.552300746  | 3.171399203 | Higher in Normal | 18    | 19  | 11     | 1      | 1    | 0    | 0    | 0   | 3     | 9    |
| ENSMUSG00000073094.9  | Snim9         | 0.007959246 | 0.048653508 | 4 | 6 | 6        | 0.833333333 | 5.166666667 | 2.492350537  | 3.082543809 | Higher in Normal | 15    | 4   | 2      | 3      | 1    | 0    | 0    | 1   | 1     | 2    |
| ENSMUSG00000111495.1  | Gm5366        | 0.00806678  | 0.049133289 | 4 | 6 | 15.5     | 0.833333333 | 14.66666667 | 3.085280722  | 4.90747317  | Higher in Normal | 46    | 0   | 14     | 2      | 0    | 0    | 0    | 0   | 0     | 5    |
| ENSMUSG00000100212.1  | Gm5522        | 0.008090575 | 0.049236981 | 4 | 6 | 6.5      | 0.166666667 | 6.333333333 | 3.029886345  | 4.689786405 | Higher in Normal | 7     | 7   | 12     | 0      | 0    | 1    | 0    | 0   | 0     | 0    |
| ENSMUSG00000030834.7  | Abcc6         | 0.008102359 | 0.049251473 | 4 | 6 | 37       | 7           | 30          | 2.492250109  | 3.059099132 | Higher in Normal | 99    | 5   | 31     | 13     | 0    | 4    | 1    | 0   | 4     | 33   |
| ENSMUSG00000112047.1  | Gm47852       | 0.008168901 | 0.049547149 | 4 | 6 | 7.25     | 0.333333333 | 6.916666667 | 2.978726399  | 4.436727701 | Higher in Normal | 21    | 2   | 6      | 0      | 0    | 0    | 0    | 1   | 0     | 1    |
| ENSMUSG00000054013.6  | Tmem179       | 0.008175303 | 0.049576106 | 4 | 6 | 258.75   | 49          | 209.75      | 2.331851879  | 2.769559861 | Higher in Normal | 408   | 599 | 15     | 13     | 12   | 11   | 14   | 48  | 159   | 50   |
| ENSMUSG00000065515.1  | Mir152        | 0.008179016 | 0.049578875 | 4 | 6 | 7.75     | 0           | 7.75        | 3.147202519  | 5.410761425 | Higher in Normal | 18    | 2   | 11     | 0      | 0    | 0    | 0    | 0   | 0     | 0    |
| ENSMUSG00000113702.1  | Gm35558       | 0.008213009 | 0.049690291 | 4 | 6 | 11.25    | 1.833333333 | 9.416666667 | 2.384465203  | 2.872963327 | Higher in Normal | 32    | 8   | 1      | 4      | 2    | 1    | 1    | 0   | 4     | 3    |
| ENSMUSG00000056600.4  | Olfr90        | 0.008225334 | 0.049750691 | 4 | 6 | 26.5     | 5           | 21.5        | 2.535360808  | 3.14467468  | Higher in Normal | 80    | 6   | 15     | 5      | 1    | 0    | 0    | 1   | 5     | 23   |
| ENSMUSG00000034533.10 | Scn10a        | 0.00823921  | 0.049795052 | 4 | 6 | 40.25    | 8           | 32.25       | 2.32324719   | 2.757119444 | Higher in Normal | 129   | 11  | 20     | 1      | 3    | 6    | 1    | 4   | 5     | 29   |
| ENSMUSG00000050087.3  | Cyb3          | 0.008277922 | 0.049949694 | 4 | 6 | 7.25     | 1           | 6.25        | 2.583600907  | 3.264102838 | Higher in Normal | 19    | 2   | 5      | 3      | 0    | 0    | 0    | 1   | 1     | 4    |
| ENSMUSG00000086645.2  | Gm15743       | 0.008285731 | 0.049986909 | 4 | 6 | 19.25    | 2.5         | 16.75       | 2.603605706  | 3.305000528 | Higher in Normal | 56    | 5   | 14     | 2      | 0    | 2    | 0    | 0   | 7     | 6    |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 10 — Dataset 7

Supplementary Table 7: List of antibodies used in RPPA and normalized linear scores associated with Cre control and TRIM24-driven tumors.

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 11 — Dataset 8

Supplementary Table 8: A murine TRIM24 signature and its correlation to human TNBC MpBC patient signature.

|                        |          |             |             |   |   |             |             |             |             |             |                   |       |      |       |      |      |      |
|------------------------|----------|-------------|-------------|---|---|-------------|-------------|-------------|-------------|-------------|-------------------|-------|------|-------|------|------|------|
| ENSMUSG00000026450.14  | Chit1    | 0.000295481 | 0.007380434 | 3 | 3 | 102.3333333 | 2           | 100.3333333 | 3.226013628 | 5.993744571 | Higher in NONMETA | 50    | 0    | 257   | 1    | 1    | 4    |
| ENSMUSG00000001665.11  | Gstt3    | 0.000298034 | 0.007431423 | 3 | 3 | 965.6666667 | 459         | 506.6666667 | 1.399586004 | 1.468975214 | Higher in NONMETA | 1182  | 535  | 1180  | 349  | 389  | 639  |
| ENSMUSG000000039196.2  | Orm1     | 0.000303028 | 0.007530126 | 3 | 3 | 448.6666667 | 33.66666667 | 415         | 2.944060014 | 4.126783945 | Higher in NONMETA | 791   | 8    | 547   | 54   | 7    | 40   |
| ENSMUSG000000040154.11 | Wfdc5    | 0.000305142 | 0.007563995 | 3 | 3 | 48          | 1           | 47          | 3.210630995 | 5.93851962  | Higher in NONMETA | 23    | 1    | 120   | 1    | 0    | 2    |
| ENSMUSG000000029307.7  | Dmp1     | 0.000305432 | 0.007563995 | 3 | 3 | 341.6666667 | 45.33333333 | 296.3333333 | 2.67088014  | 3.384902679 | Higher in NONMETA | 611   | 18   | 396   | 48   | 17   | 71   |
| ENSMUSG000000044405.4  | Adig     | 0.00030825  | 0.00761125  | 3 | 3 | 368         | 36.66666667 | 331.3333333 | 2.793917959 | 3.682653561 | Higher in NONMETA | 192   | 23   | 889   | 45   | 5    | 60   |
| ENSMUSG000000073433.10 | Arhgdig  | 0.000308387 | 0.00761125  | 3 | 3 | 222.6666667 | 56          | 166.6666667 | 2.081159711 | 2.34754735  | Higher in NONMETA | 327   | 186  | 155   | 68   | 54   | 46   |
| ENSMUSG000000032496.7  | Ltf      | 0.000309547 | 0.007626914 | 3 | 3 | 9397        | 888.6666667 | 8508.333333 | 2.705932941 | 3.465934709 | Higher in NONMETA | 8464  | 624  | 19103 | 1814 | 377  | 475  |
| ENSMUSG000000038068.14 | Rnf144b  | 0.00031096  | 0.007648776 | 3 | 3 | 785         | 421.3333333 | 363.6666667 | 1.446254451 | 1.523729061 | Higher in NONMETA | 752   | 425  | 1178  | 299  | 148  | 817  |
| ENSMUSG000000016024.9  | Lbp      | 0.000312911 | 0.007681215 | 3 | 3 | 9883.333333 | 934.6666667 | 8948.666667 | 2.805737642 | 3.717014874 | Higher in NONMETA | 22266 | 567  | 6817  | 1803 | 341  | 660  |
| ENSMUSG000000027536.6  | Chmp4c   | 0.000313336 | 0.007681215 | 3 | 3 | 2036.666667 | 689.6666667 | 1347        | 1.755184562 | 1.902209794 | Higher in NONMETA | 1685  | 2132 | 2293  | 831  | 645  | 593  |
| ENSMUSG000000040471.17 | Ggt6     | 0.000315108 | 0.007711665 | 3 | 3 | 86.66666667 | 4.333333333 | 82.33333333 | 3.034309212 | 4.546093896 | Higher in NONMETA | 174   | 4    | 82    | 9    | 2    | 2    |
| ENSMUSG000000041737.8  | Tmem45b  | 0.000326659 | 0.007927612 | 3 | 3 | 408         | 32          | 376         | 2.885029907 | 3.961487625 | Higher in NONMETA | 135   | 12   | 1077  | 35   | 8    | 53   |
| ENSMUSG000000027399.1  | Il1a     | 0.000328718 | 0.007951044 | 3 | 3 | 983.6666667 | 136         | 847.6666667 | 2.526398012 | 3.094550631 | Higher in NONMETA | 179   | 569  | 2203  | 250  | 40   | 118  |
| ENSMUSG000000028766.10 | Alpl     | 0.000335806 | 0.008041824 | 3 | 3 | 1123.666667 | 71          | 1052.666667 | 2.892015901 | 3.993989537 | Higher in NONMETA | 1358  | 19   | 1994  | 120  | 58   | 35   |
| ENSMUSG000000024747.3  | Aldh1a7  | 0.000336135 | 0.008041824 | 3 | 3 | 180.3333333 | 11.33333333 | 169         | 2.997533532 | 4.386970032 | Higher in NONMETA | 194   | 2    | 345   | 14   | 2    | 18   |
| ENSMUSG000000032311.17 | Nrg4     | 0.000336344 | 0.008041824 | 3 | 3 | 128.6666667 | 31.66666667 | 97          | 2.184522813 | 2.505590621 | Higher in NONMETA | 124   | 29   | 233   | 19   | 15   | 61   |
| ENSMUSG000000017897.18 | Eya2     | 0.000352957 | 0.008397595 | 3 | 3 | 1161        | 202         | 959         | 2.23766467  | 2.593470009 | Higher in NONMETA | 1686  | 487  | 1310  | 204  | 293  | 109  |
| ENSMUSG000000021223.13 | Papln    | 0.00035547  | 0.008443576 | 3 | 3 | 496.3333333 | 75.66666667 | 420.6666667 | 2.5610426   | 3.174737853 | Higher in NONMETA | 761   | 34   | 694   | 88   | 21   | 118  |
| ENSMUSG000000030546.14 | Plin1    | 0.000359662 | 0.008529207 | 3 | 3 | 1510.666667 | 142         | 1368.666667 | 2.777759541 | 3.680053689 | Higher in NONMETA | 866   | 57   | 3609  | 208  | 25   | 193  |
| ENSMUSG000000042510.7  | AA986860 | 0.000363954 | 0.008601133 | 3 | 3 | 317         | 105.3333333 | 211.6666667 | 2.122360568 | 2.415917005 | Higher in NONMETA | 156   | 515  | 280   | 92   | 37   | 187  |
| ENSMUSG000000046159.16 | Chrm3    | 0.00036447  | 0.008601133 | 3 | 3 | 235         | 20.66666667 | 214.3333333 | 2.928714501 | 4.150788483 | Higher in NONMETA | 292   | 5    | 408   | 14   | 2    | 46   |
| ENSMUSG000000019866.14 | Crybg1   | 0.000366993 | 0.00864665  | 3 | 3 | 3504.333333 | 1414.333333 | 2090        | 2.013658115 | 2.256677249 | Higher in NONMETA | 2350  | 4253 | 3910  | 742  | 276  | 3225 |
| ENSMUSG000000028246.13 | Faxc     | 0.000367838 | 0.008652524 | 3 | 3 | 451.6666667 | 220         | 231.6666667 | 1.666083711 | 1.792809186 | Higher in NONMETA | 449   | 478  | 428   | 197  | 66   | 397  |
| ENSMUSG000000010064.15 | Slc38a3  | 0.000371656 | 0.00872882  | 3 | 3 | 284.6666667 | 33.66666667 | 251         | 2.711801409 | 3.521735064 | Higher in NONMETA | 568   | 14   | 272   | 42   | 13   | 46   |
| ENSMUSG000000020566.19 | Atp6v1c2 | 0.000372544 | 0.008734959 | 3 | 3 | 4505.666667 | 181.3333333 | 4324.333333 | 3.079084735 | 4.876263588 | Higher in NONMETA | 10619 | 33   | 2865  | 431  | 52   | 61   |
| ENSMUSG000000026255.15 | Efhdl    | 0.000373578 | 0.008745085 | 3 | 3 | 107.6666667 | 32.66666667 | 75          | 1.898252846 | 2.096887184 | Higher in NONMETA | 110   | 43   | 170   | 40   | 16   | 42   |
| ENSMUSG000000029605.16 | Oas1b    | 0.000381164 | 0.008894412 | 3 | 3 | 571         | 124         | 447         | 2.162898649 | 2.480855754 | Higher in NONMETA | 549   | 89   | 1075  | 75   | 103  | 194  |
| ENSMUSG000000031134.16 | RbmX     | 0.000382231 | 0.008904642 | 3 | 3 | 1610        | 900.3333333 | 709.6666667 | 1.195530828 | 1.239239796 | Higher in NONMETA | 1647  | 814  | 2369  | 792  | 615  | 1294 |
| ENSMUSG000000047417.17 | Rexo1    | 0.000388881 | 0.009030607 | 3 | 3 | 2216.333333 | 1370        | 846.3333333 | 1.305844411 | 1.363804934 | Higher in NONMETA | 1873  | 2240 | 2536  | 1177 | 578  | 2355 |
| ENSMUSG000000039481.5  | Nrtn     | 0.000392797 | 0.009081486 | 3 | 3 | 1275.666667 | 98.66666667 | 1177        | 2.843023194 | 3.896003945 | Higher in NONMETA | 2404  | 37   | 1386  | 200  | 42   | 54   |
| ENSMUSG000000003526.11 | Prodh    | 0.000405731 | 0.00931971  | 3 | 3 | 776         | 230.3333333 | 545.6666667 | 2.052661578 | 2.318222702 | Higher in NONMETA | 1565  | 278  | 485   | 190  | 130  | 371  |
| ENSMUSG000000075590.2  | Nrbp2    | 0.000410971 | 0.009382787 | 3 | 3 | 1884.333333 | 412         | 1472.333333 | 2.375663846 | 2.838882898 | Higher in NONMETA | 2694  | 191  | 2768  | 248  | 105  | 883  |
| ENSMUSG000000028289.12 | Epha7    | 0.000411146 | 0.009382787 | 3 | 3 | 809.3333333 | 55.33333333 | 754         | 3.014297744 | 4.593945538 | Higher in NONMETA | 1899  | 3    | 526   | 33   | 16   | 117  |
| ENSMUSG000000029165.16 | Agbl5    | 0.000417343 | 0.009509281 | 3 | 3 | 707.3333333 | 368.3333333 | 339         | 1.388243895 | 1.45956827  | Higher in NONMETA | 937   | 383  | 802   | 376  | 176  | 553  |
| ENSMUSG000000034917.8  | Tjp3     | 0.000418032 | 0.009510069 | 3 | 3 | 741         | 124.6666667 | 616.3333333 | 2.367183026 | 2.826033895 | Higher in NONMETA | 570   | 63   | 1590  | 124  | 69   | 181  |
| ENSMUSG000000028456.18 | Unc13b   | 0.000422195 | 0.009559887 | 3 | 3 | 656.6666667 | 216.3333333 | 440.3333333 | 2.060103616 | 2.33109959  | Higher in NONMETA | 218   | 826  | 926   | 198  | 63   | 388  |
| ENSMUSG000000026821.15 | Ralgds   | 0.000433375 | 0.009782573 | 3 | 3 | 4504.666667 | 2918.333333 | 1586.333333 | 1.198917276 | 1.243904675 | Higher in NONMETA | 5266  | 2753 | 5495  | 2324 | 1207 | 5224 |
| ENSMUSG000000030966.13 | Trim21   | 0.000435471 | 0.009814628 | 3 | 3 | 1420        | 721.3333333 | 698.6666667 | 1.310990449 | 1.37079406  | Higher in NONMETA | 1415  | 640  | 2205  | 553  | 516  | 1095 |
| ENSMUSG000000079559.4  | Colca2   | 0.000437976 | 0.009819334 | 3 | 3 | 109.6666667 | 35.66666667 | 74          | 1.784325025 | 1.95005412  | Higher in NONMETA | 83    | 67   | 179   | 45   | 23   | 39   |
| ENSMUSG000000036304.13 | Zdhhc23  | 0.000438901 | 0.009819334 | 3 | 3 | 65.66666667 | 12.33333333 | 53.33333333 | 2.532129385 | 3.146572777 | Higher in NONMETA | 123   | 23   | 51    | 10   | 2    | 25   |
| ENSMUSG00000003208.7   | S100b    | 0.000439038 | 0.009819334 | 3 | 3 | 480.3333333 | 71.66666667 | 408.6666667 | 2.588886142 | 3.269102143 | Higher in NONMETA | 1025  | 30   | 386   | 46   | 43   | 126  |
| ENSMUSG000000022899.8  | Slc15a2  | 0.000439052 | 0.009819334 | 3 | 3 | 2134        | 514.3333333 | 1619.666667 | 2.328155539 | 2.761882063 | Higher in NONMETA | 4226  | 319  | 1857  | 307  | 159  | 1077 |
| ENSMUSG000000001827.12 | Folr1    | 0.000439057 | 0.009819334 | 3 | 3 | 319.3333333 | 43          | 276.3333333 | 2.638955933 | 3.381924696 | Higher in NONMETA | 425   | 12   | 521   | 34   | 15   | 80   |
| ENSMUSG000000024843.15 | Chka     | 0.000447816 | 0.009984513 | 3 | 3 | 3516        | 2441.333333 | 1074.666667 | 1.10455879  | 1.139518626 | Higher in NONMETA | 3789  | 2887 | 3872  | 1607 | 1437 | 4280 |

# Supplementary material for: Mammary-specific expression of Trim24 establishes a mouse model of human metaplastic breast cancer
**Source:** Nat Commun. 2021 Sep 10;12:5389. doi: 10.1038/s41467-021-25650-z
**Supplement:** Supplementary file 12 — Dataset 9

**Supplementary Table 9: List of human TNBC and MpBC patient tumor details including response to chemotherapy, percentage of vimentin staining and tumor classification.**

| Patient ID | Metaplastic | Vimentin (%) | Pathologic Response | Subtype |
|------------|-------------|--------------|---------------------|---------|
| P01        | N           | 1            | RCB - III           | UNS     |
| P02        | N           | 0            | RCB - II            | MSL     |
| P03        | N           | <1           | RCB - II            | IM      |
| P04        | Y           | 5            | RCB - III           | IM      |
| P05        | N           | 1            | RCB - I             | LAR     |
| P06        | N           | 5            | RCB - I             | UNS     |
| P07        | N           | 30           | pCR                 | IM      |
| P08        | Y           | 15           | RCB - II            | IM      |
| P09        | Y           | 15           | RCB - II            | UNS     |
| P10        | N           | 0            | RCB - II            | LAR     |
| P11        | Y           | 90           | RCB - II            | M       |
| P12        | N           | 10           | RCB - III           | MSL     |
| P13        | N           | 10           | RCB - II            | BL1     |
| P14        | N           | 1            | RCB - III           | BL2     |
| P15        | N           | 0            |                     | IM      |
| P16        | N           | 0            | RCB - II            | UNS     |
| P17        | N           | 75           | RCB - II            | BL1     |
| P18        | Y           | <1           | RCB - II            | M       |
| P19        | N           |              | RCB - II            | BL1     |
| P20        | N           | 2            | RCB - III           | MSL     |
| P21        | N           | 0            | RCB - III           | IM      |
| P22        | Y           | 60           | RCB - II            | M       |
| P23        | N           | 50           | RCB - III           | BL1     |
| P24        | N           |              | RCB - I             | BL1     |
| P25        | Y           | 95           | RCB - II            | MSL     |
| P26        | N           | 0            |                     | LAR     |
| P27        | Y           | 90           | RCB - II            | IM      |
| P28        | N           | 15           | RCB - III           | BL2     |

|            |                                  |
|------------|----------------------------------|
| <b>M*</b>  | <b>Mesenchymal</b>               |
| <b>MSL</b> | <b>Mesenchymal Stem-Like</b>     |
| <b>BL1</b> | <b>Basal-Like 1</b>              |
| <b>BL2</b> | <b>Basal-Like 2</b>              |
| <b>LAR</b> | <b>Luminal Androgen Receptor</b> |
| <b>IM</b>  | <b>Immunomodulatory</b>          |
| <b>UNS</b> | <b>Unspecific</b>                |

|                  |                                               |
|------------------|-----------------------------------------------|
| <b>pCR</b>       | <b>pathological Complete Response</b>         |
| <b>RCB I-III</b> | <b>Residual Cancer Burden (I, II and III)</b> |

How the deposited data were processed for this re-analysis (not part of the article)

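RNA-seq of mouse mammary tissue was analyzed in 15 libraries of 13 mice: 3 metaplastic carcinosarcomas and 3 carcinomas of Trim24COE mice, 4 control mammary glands of MMTV-Cre mice and 3 non-TRIM24 tumors. The group of each library was taken from the sample labels and the class of each tumor from the paper, in part from Supplementary Data 4. Control gland 133 and tumor 3956 each have a repeat library in batch 2. Human and protein data of the study were not analysed here.

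The values in the files are TPM, which per the authors were made by aligning reads to GRCm38 with STAR and estimating abundance with RSEM. Within each library the TPM sum to the same total, which was checked on the files, so library depth is unknown and no sampling error from counts can be given. The authors called changed genes with DESeq2 on counts, which were not used here. The comparisons, groups, alternatives, gene lists and the rule for naming genes were set before the data were examined, although some values had been visible in the paper's supplementary tables, among them per-sample values of Met, Cdkn2a, Cdh1 and Esr1. That plan assumed read counts and named count-based tests. When the files proved to hold TPM, the test was replaced by limma on log2(TPM + 1), and the pseudocount of 1, the minimum of 1 TPM and the alternatives for TPM were chosen after correlations between libraries, TPM of named genes and list scores had been seen, and before any model was fitted.

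Models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene was tested when its TPM was at least 1 in as many libraries as the smaller group has. Comparisons within batch 1 used the first library of each mouse and only the groups compared. Comparisons with non-TRIM24 tumors used all 15 libraries with a batch term; there, repeats enter as libraries, so the number of libraries is not the number of mice. Counts of at least 5-fold apply that limit to the fitted change. Single values were also compared by exact permutation tests in Python 3.11.15 with scipy 1.17.1.

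Genes named in the text are those the paper names and, for each comparison, up to 5 in each direction with the smallest adjusted p-value among genes past the threshold with no overlap between groups, leaving out clone names; one item that this rule gives is not reported here. Gm25791, Adipoq, Tes, Cav2, D830026I12Rik, Gm4876, Capza2, St7, Cav1 and Cttnbp2 fall outside this rule and were chosen after their values were seen.

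The 14 gene lists were written from general knowledge, are not the Hallmark sets and were tested with limma's camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. Lists share genes: 8 of the 25 angiogenesis factors, 8 of the 38 mTORC1 target genes, 7 of the 20 glycolysis enzymes, 6 of the 38 mesenchymal EMT markers, 4 of the 20 mammary luminal and basal markers, 3 of the 26 epithelial junction markers, 3 of the 12 endothelial markers and 1 of the 24 adipocyte markers are in another list. The paper names 3 of the EMT markers, 2 of the luminal and basal markers, 2 of the PI3K-AKT-mTOR components and 1 of the epithelial junction markers. A list score is the mean deviation of log2(TPM + 1) from each gene's mean over libraries; ssGSEA scores were made with gseapy 1.3.1. For clustering and for scores that cross batches, each gene's mean shift between the repeat and first libraries of mice 133 and 3956 was subtracted from batch 2.

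The fits were tested on simulated data with known changes. Each changed gene was raised or lowered by 3 in log2, more than many changes reported here, and noise was independent between genes. The shares recovered therefore do not hold for smaller changes. They recovered 89.8% of changed genes in the layout of 6 tumors and 4 glands, with 4.3% of calls false, and 74.2% in the layout of 3 metaplastic carcinosarcomas and 3 carcinomas, with 6.4% false. In the layout of 3 metaplastic carcinosarcomas and 4 control glands, 78.5% were recovered, with 6.5% false. With the batch term, 75% were recovered with 10.7% of calls false between carcinomas and non-TRIM24 tumors, and 74% with 6.3% false between non-TRIM24 tumors and control glands. Apart from the layout of 6 and 4, these false shares lie above the 5% aimed at. A shifted list was found, with 0 of the other lists past the threshold. The genes of these simulated lists were independent, so this does not test camera on lists of correlated genes.

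Alternatives changed one choice at a time: pseudocount, filter, scaling between libraries, samples in the fit, use of the repeats, the batch term, an adipocyte covariate and the omission of each mouse. Overlap with the paper's lists of changed genes was not computed, since those lists are held only in part, and comparisons that share the control glands were not compared with one another.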

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

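The tests of scaling, batch and fat, and the test on neighbors of Met expressed in control glands, were chosen only after the result was seen.

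Single mice stood far from the rest of their group in 4 of 66 groups of values examined, where chance gives 3.3, since the criterion picks about 1 group in 20. Cdkn2a was highest in control gland 392, at a log2(TPM + 1) of 4.13, with the other control glands between 1.80 and 2.14. Fn1 was lowest in control gland 133, at 4.18, with the others between 4.76 and 4.81. Pik3ca was lowest in carcinoma 273_5, at 4.09, with the other Trim24COE tumors between 4.56 and 4.81. The B cell list scored -0.13 in metaplastic carcinosarcoma 567, with the other Trim24COE tumors between -1.01 and -0.73. With a number this near chance, no explanation of the 4 was tested, technical or biological.

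Met was also high in non-TRIM24 tumors 219 and FVB002, at 231.8 and 239.52 TPM, against at most 42.4 TPM in control glands, whereas FVB001 had 22.6 TPM. The paper reports Met for Trim24COE tumors and does not report it for these tumors. Some neighbors of Met that are raised in Trim24COE tumors were raised here too. Tes, Gm4876, Cav2, Capza2 and St7 lay above every control gland in tumors 219 and FVB002. Cav1, raised in 64, 567 and 897, did not, with log2 ratios of 0.99 and 1.24 against 1.27 in control gland 133. D830026I12Rik was below every control gland, at -0.77 and -0.88. The median log2 ratio of the 4 expressed neighbors (Tes, Gm4876, Cav2 and D830026I12Rik) was 2.89 in tumor 219 and 2.31 in FVB002. In FVB001 it was 1.37 despite its low Met. The scaling factors by the median of gene ratios were 0.774 for tumor 219 and 0.942 for FVB002, small beside the difference in Met, and among Trim24COE tumors the highest stayed 40.7 times above the highest control gland after scaling. All 3 non-TRIM24 tumors are in batch 2, where the repeats of 133 and 3956 had 17.3 and 19.6 TPM of Met, against 20.9 and 30.9 TPM in batch 1. Whether Met is raised by a gain of copies or by regulation in these tumors stays open, as DNA was not analysed here. High Met in tumors without Trim24 overexpression may mean that Met can also rise without the transgene, which is a hypothesis from 2 tumors. It does not show what raises Met in Trim24COE tumors. For those, the paper has evidence from Trim24 knockdown, ChIP and chromatin accessibility in cell line 897, which was not examined here.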

How the results depend on the processing

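The settings for pseudocount, low values, scaling, mean of repeats, duplicateCorrelation and limma's treat were chosen after seeing the data; the others were planned. No paired analysis was possible because the groups share no replicate numbers. Not run, since they need read counts: DESeq2's tests and size factors, TMM or RLE scaling within edgeR, filters on counts, adding counts of repeats, shrunken fold changes, glmTreat, voom and a prior count of 0.5. The cause of the changes below was not tested unless stated. Counts are genes with an adjusted p-value under 0.05.

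Requiring a TPM of at least 1 in every library, which leaves fewer genes tested, gave 1470 genes between Trim24COE tumors and control glands in place of 2597 (599 lower; 148 and 98 at least 5-fold higher and lower), 21 in place of 99 between metaplastic carcinosarcomas and carcinomas, 2053 in place of 3511 between metaplastic carcinosarcomas and control glands, 1 in place of 3 between carcinomas and non-TRIM24 tumors, 0 in place of 18 between non-TRIM24 tumors and control glands (1133 at an unadjusted p-value under 0.05), and 4 of the genes the paper names in place of 10. With no filter, the counts were 698 higher in Trim24COE tumors in place of 1210, 0 between the tumor classes (2871 at an unadjusted p-value under 0.05), 1623 between metaplastic carcinosarcomas and control glands and 8 between carcinomas and non-TRIM24 tumors.

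The adipocyte covariate gave 943 genes, 358 higher and 585 lower. A pseudocount of 0.1 gave 387 and 673 genes at least 5-fold higher and lower, and 5 between non-TRIM24 tumors and control glands. Testing against a 5-fold change gave 1 and 1. Scaling by the median of gene ratios gave 5 genes between carcinomas and non-TRIM24 tumors and 29 between non-TRIM24 tumors and control glands, and turned Mtor to 0.027 in Trim24COE tumors. It shifted the median of all genes by 0.13 between the tumor classes, 0.11 between metaplastic carcinosarcomas and control glands, -0.26 between carcinomas and non-TRIM24 tumors and 0.19 between non-TRIM24 tumors and control glands. Without a batch term these last 2 comparisons gave 1500 and 2330 genes, and with duplicateCorrelation 5 and 119. Of 14 gene lists, 7 passed under fry and 0 with the estimated correlation (2 at an unadjusted p-value under 0.05), in place of 11. Without the genes shared with the adipocyte and mesenchymal lists 11 passed, and the median of angiogenesis factors fell from 1.16 to 0.52.

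Leaving out each mouse in turn gave 0 (without 64 or 89; 1143 and 1495 at an unadjusted p-value under 0.05) to 293 (without 3956) genes between the tumor classes, with 14 without 897 and 49 without 567; 1345 (without 64) to 3093 (without 392) between metaplastic carcinosarcomas and control glands, with 1793 without 567 and 2185 without 897; 0 (without 3956; 611 at an unadjusted p-value under 0.05) to 230 (without 273_5) between carcinomas and non-TRIM24 tumors; 7 (without 517_3) to 95 (without FVB001) between non-TRIM24 tumors and control glands; and 710 (without 133) to 1354 (without 273_5) genes higher in Trim24COE tumors, with 766 without 517_3. Without 3956, the batch term between carcinomas and non-TRIM24 tumors rests on mouse 133 alone. Mtor ran from -0.20 (without 392) to 0.21 (without 417_3) in Trim24COE tumors and from -0.11 (without 897) to 0.32 (without 417_3) between metaplastic carcinosarcomas and control glands. Between the tumor classes Mif ran from -0.089 (without 64) to 0.32 (without 567) and Esr1 from -0.010 (without 273_5) to 0.35 (without 89). The EMT score difference between metaplastic carcinosarcomas and control glands ran from 1.85 (without 567) to 2.47 (without 897), in layouts too small to reach 0.05. Adjusted p-values of lists whose direction in camera changed ran from 0.538 (without 392) to 0.965 (without 417_3) for PI3K-AKT-mTOR components, 0.0489 (without 392) to 0.766 (without 517_3) for skeletal muscle markers and 0.667 (without 392) to 0.993 (without 567) for T cell, cytotoxicity and MHC genes, whose median stayed negative in every such fit.

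For single genes, 587 values kept direction and side of the threshold when a mouse was left out, 70 fell short of it, 11 passed it and 10 changed sign; under the other settings these were 488, 32, 2 and 1. For lists, with direction as given by camera or fry, they were 87, 4, 1 and 6, and 55, 15, 0 and 0. Between Trim24COE tumors and control glands the total ran from 1779 (without 517_3) to 2911 (without 89). The depth of the libraries is unknown, so genes near 0 TPM cannot be told to be absent.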

Differences from the paper's values

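No test in this part was chosen after the result was seen, except where a setting or comparison is said to be added after the values.

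The paper's counts and fold changes are from DESeq2 on read counts, and the values beside them are from limma on log2(TPM + 1). At a false discovery rate of 5%, 1210 genes were higher against the paper's 2221, and 1387 lower against the paper's 2826. None of the alternatives set before the data were examined closed these gaps: the highest counts, with all groups of batch 1 in one fit, were 1439 and 1665, and leaving out one mouse at a time gave at most 1354 and 1688.

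With at least a 5-fold change, 226 genes were higher against the paper's 529, 360 were lower against the paper's 1477, and 586 changed in all against the paper's 2006. None of the alternatives set before the data were examined closed these gaps. A pseudocount of 0.1, chosen after seeing the values, gave 387 higher, which is within 1.5 times of the paper's count, and 673 lower and 1060 in all, which are not.

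The log2 fold change of Syt9 was -2.15 against the paper's -5.34, that of Aldh1a1 was -3.28 against the paper's -5.48 and that of Ltk was -1.66 against the paper's -3.31. None of the alternatives set before the data were examined closed these gaps, with -2.71, -1.49 and -1.85 under the adipocyte covariate. The pseudocount of 0.1, chosen after seeing the values, gave -3.26 for Ltk, which closes its gap, and -4.05 for Syt9 and -4.22 for Aldh1a1, which do not.

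Supplementary Data 6 and 8 of the paper give shrunken log2 fold changes. They were set beside the values here for genes named in the text, a comparison added after the values were known. Dkkl1, which Supplementary Data 6 spells Dkl1, is not among the genes listed below, although its fall is larger there than the -3.95 here. Between Trim24COE tumors and control glands, the log2 fold change of Abcc8 was -2.60 against the paper's -5.36, that of Ccr1 was 3.62 against the paper's 4.44, that of Esr1 was -2.30 against the paper's -2.80, that of Msr1 was 4.01 against the paper's 4.74, that of Pgr was -2.26 against the paper's -3.75 and that of Syt9 was -2.15 against the paper's -4.05 in this table. None of the alternatives set before the data were examined closed these gaps. The pseudocount of 0.1, chosen after seeing the values, gave 4.20 for Ccr1, -2.97 for Esr1, 4.47 for Msr1, -3.93 for Pgr and -4.05 for Syt9, which close their gaps, and -4.78 for Abcc8, which does not.

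Between metaplastic carcinosarcomas and carcinomas, the log2 fold change of Ankrd22 was -3.80 against the paper's -5.21, that of Cdcp1 was -4.47 against the paper's -5.32, that of Foxf2 was 2.73 against the paper's 4.02, that of Il23a was -4.53 against the paper's -5.23 and that of Matn2 was 1.92 against the paper's 2.13. Of the alternatives set before the data were examined, only leaving out 64 (2.05) or 3956 (1.96) closed a gap, that of Matn2. Of those chosen after seeing the values, the pseudocount of 0.1 closed the gaps of Foxf2 (4.19) and Matn2 (2.02) and scaling by the median of gene ratios that of Matn2 (2.05); neither closed those of Ankrd22, Cdcp1 and Il23a.

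The paper lists Trim24 among genes highly expressed in TRIM24-driven tumors by qRT-PCR and RNA-seq, whereas its log2 fold change here was -0.24, and the paper's own source data give -0.27. The paper names Lgals1, Vim and Met as raised, and Trp53 and Cdh1 as lowered, in the tumors; here none of these passed the threshold in the comparison of 6 tumors with 4 control glands, with adjusted p-values from limma of 0.0531, 0.261, 0.0695, 0.57 and 0.322. With all groups of batch 1 in one fit, an alternative set before the data were examined, Lgals1 (adjusted p 0.0393) and Met (adjusted p 0.0480) passed, and so they did in some fits without one mouse: Lgals1 without 89, 133, 273_5 or 392, and Met without 89 (0.022) or 3956 (0.0305).

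The paper states that Vim, Lgals1 and Cdh1 differ more in metaplastic carcinosarcomas than in carcinomas. Here none passed the threshold between the classes, with adjusted p-values from limma of 0.161, 0.311 and 0.0744, except Vim (0.0368) and Lgals1 (0.0463) without carcinoma 3956 and Cdh1 (0.0183) without tumor 567.

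The paper states that EMT scores differ between metaplastic carcinosarcomas and carcinomas. Here the exact permutation test (two-sided) of 3 against 3 gave p = 0.4, and 0.2 with the ssGSEA score of the same list. The paper's source data hold 4 carcinoma and 5 normal scores, where the libraries analyzed hold 3 carcinomas and 4 control glands.

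The paper describes 3 groups in clustering, of control glands, of Trim24COE carcinomas with metaplastic carcinosarcomas, and of non-TRIM24 tumors mixed with Trim24COE carcinomas, and metaplastic carcinosarcomas as apart from carcinomas. Here 9 of 13 mice had a nearest mouse of their own group, FVB001 and FVB002 fell with control glands 133 and 392, and the control glands did not form one cluster. Carcinoma 3956, which the first pathologist called carcinosarcoma, fell with the metaplastic carcinosarcomas among 4 clusters. The paper places allograft rejection among its raised pathways, and the T cell, cytotoxicity and MHC list, which is not that set, had a median log2 fold change of -0.22.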

Other observations

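The test on neighbors of Met expressed in control glands, the 1.5 times limit that defines high Met, and the tests of scaling, batch and fat were chosen only after the result was seen; regroupings of the mice, the adipocyte covariate and the percentile test around Met were set earlier, though list scores had been seen before the covariate was fitted.

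The mice were regrouped in groups of the same sizes. Between Trim24COE tumors and control glands, 1 of 100 groupings gave as many genes as the real one, which is the real one itself, and the largest other gave 1389. Between metaplastic carcinosarcomas and control glands it was 1 of 35, with 70 genes in the largest other. Between metaplastic carcinosarcomas and carcinomas it was 1 of 10, with 3 genes in the largest other, but 10 groupings cannot give a share under 0.05, so an arbitrary grouping cannot be told apart from the real one by this share. Between carcinomas and non-TRIM24 tumors it was 4 of 10, with 149 genes in the largest other, and the real grouping follows the batch. Between non-TRIM24 tumors and control glands it was 4 of 35, and the largest other, 133, 392 and FVB001 against the rest, gave 2697 genes, so the real grouping, with 18 genes, is not set apart from the others at a share of 0.05. That holds for the main fit only. The fit with duplicateCorrelation, which gave 119 genes, was not regrouped.

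Control glands differed in fat: the adipocyte list scored 4.04 in gland 133 and 3.62 in 392 against -0.97 in 417_3 and -1.08 in 517_3. With the list as a covariate, 585 genes were lower in Trim24COE tumors in place of 1387, a fall by a factor of 2.37, and higher genes fell by a factor of 3.38. The test had required the number of lower genes to fall by the larger factor, which it did not, so fat in the control glands and a change in tumor cells cannot be told apart for the lower genes. Groups of glands were not formed by fat content.

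Non-TRIM24 tumors FVB001 and FVB002, whose highest correlations with a control gland among first libraries were with gland 133 (Spearman's 0.882 and 0.877, and 0.908 and 0.902 with its repeat in their own batch), had adipocyte scores of 3.95 and 3.10, against at most 0.71 in a Trim24COE tumor. The muscle list scored -1.75 in FVB001 and -1.79 in FVB002. The luminal and basal list scored -0.83 in FVB001 and 0.60 in FVB002, the second near glands 133 (0.53) and 392 (0.45), so mammary epithelium stays open for FVB002 beside fat. Fat tissue within the sample may account for their nearness to the control glands. These scores had been seen before the test was chosen, so a test that could have come out otherwise was not run, and fat and a likeness of tumor cells cannot be told apart here.

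Carcinomas and non-TRIM24 tumors differed by more than 2-fold in at least 23.7% of genes. The repeat library of carcinoma 3956, in batch 2, differed in 31.2% of genes from tumor 219, 41.3% from FVB001 and 29.7% from FVB002 of the same batch, against 38.1%, 47.6% and 36.5% for its first library in batch 1. The distance was smaller within the batch, and within batch 1 carcinomas differed from one another in 20.0% to 27.2%. The 2 libraries of a mouse sequenced in both batches differed in 3.48% (3956) and 4.29% (133) of genes, against at least 23.7% in all 9 pairs. For the 2 mice they cover, these values argue against the sequencing batch as the source of the whole distance. Batch 2 holds a single carcinoma, so the part due to batch and the part due to the kind of tumor cannot be told apart. The number of genes past the threshold also depends on the batch term, 3 with it and 1500 without, and that term rests on 2 mice.

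Trim24 RNA was not higher in Trim24COE tumors than in control glands. After scaling by the median of gene ratios, its log2 fold change was -0.21, which argues against scaling between libraries. How the transgene's transcript enters these values was not tested, and protein was not analysed here.

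Met was high in 4 of 6 Trim24COE tumors and near the control glands in 89 and 3956. After scaling between libraries the highest tumor was 40.7 times above the highest control gland, which argues against scaling. The first test asked whether 25 neighbors within 1 Mb, none of them looked at before, lie at or past the 99th percentile of 20180 windows. This held in 2 of the 4 tumors, at 99.7 in 273_5 and 99.8 in 897, and not in 64 (65.2) or 567 (59.3). A rise of the whole region around Met, as a gain of copies gives, could not be decided by it and cannot be told apart from shared regulation. Most of those neighbors have a mean under 1 TPM in control glands, and the test was then repeated on the 4 that are expressed in control glands, Tes, Gm4876, Cav2 and D830026I12Rik. Their lowest median log2 ratio in the 4 tumors was 1.87, against at most 0.62 in a control gland, which argues against a change of the Met gene alone. That second test is weak: Gm4876 overlaps Tes, D830026I12Rik was raised beyond the control glands in 897 and not in 64, 273_5 or 567, its percentile also passed 99 in control gland 133 (99.7) and in FVB001, and among neighbors whose values had been seen before, Capza2 and St7 were raised in all 4 tumors and Cav1 in 64, 567 and 897, whereas Cttnbp2 was 5.54 in 273_5 and -1.42, -1.34 and -0.70 in 64, 567 and 897. A gain of copies around Met may be one explanation, as a hypothesis.

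Esr1 and Pgr had log2 fold changes of -2.30 and -2.26 between Trim24COE tumors and control glands, with adjusted p-values from limma of 0.000298 and 0.00192, and both were lower in 6 of 6 tumors than in every control gland. The EMT list scored 2.16 higher in metaplastic carcinosarcomas than in control glands (exact permutation test, two-sided, p = 0.0286, the smallest that 3 against 4 allow), a comparison added after the scores had been seen. No biological explanation was tested for the values of this paragraph.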
